# Histone demethylase KDM6B promotes postnatal oligodendrocyte maturation and cortical myelination

**DOI:** 10.3389/fncel.2026.1832157

**Published:** 2026-05-19

**Authors:** Ruth Lambries, Zihan Shen, George I. Mias, Jin He

**Keywords:** histone demethylase, KDM6B, myelination, neurodevelopment, oligodendrocyte

## Abstract

**Introduction:**

Postnatal cortical myelination requires epigenetic activation of oligodendrocyte gene programs, but the role of histone demethylases *in vivo* remains unclear.

**Methods:**

We conditionally deleted *Kdm6b* in Emx1^+^ dorsal telencephalic progenitors and analyzed oligodendrocyte lineage progression, performed lineage-specific RNA-seq, assessed H3K27me3 occupancy by chromatin immunoprecipitation, and tested functional rescue via *Sox10* induction.

**Results:**

*Kdm6b* deletion delayed cortical myelination and impaired oligodendrocyte maturation without affecting precursor density. Pre-myelinating and mature oligodendrocyte markers were reduced. RNA-seq revealed early suppression of *Sox10*, followed by downregulation of myelin genes. Consistently, H3K27me3 enrichment increased at *Sox10* regulatory regions. *Sox10* induction partially rescued myelination deficits.

**Discussion:**

These findings define a KDM6B→*SOX10* axis that promotes oligodendrocyte maturation and cortical myelination by restricting repressive H3K27me3, providing mechanistic insight into epigenetic control of myelination with relevance to KDM6B-associated neurodevelopmental disorders.

## Introduction

Myelination is a critical feature of postnatal brain maturation that supports rapid saltatory conduction and metabolic coupling between axons and glia (Fletcher et al., 2021; Zhang et al., 2025). In the neocortex, oligodendrocyte lineage progression-from progenitors to myelinating oligodendrocytes-unfolds predominantly postnatally and is tightly coordinated with circuit assembly and activity (Kuhn et al., 2019). This process is controlled by transcriptional programs that drive differentiation and myelin gene expression. Among these regulators, SOX10 is a central and essential factor that promotes oligodendrocyte maturation and activates genes required for myelin sheath formation and stability (Pozniak et al., 2010; Elbaz and Popko, 2019). However, the epigenetic mechanisms that enable timely activation of the SOX10-dependent myelin program in the developing cortex remain incompletely defined (Liu et al., 2016).

A major layer of epigenetic control involves covalent histone modifications that shape chromatin accessibility and gene expression. Trimethylation of histone H3 lysine 27 (H3K27me3), deposited by the Polycomb Repressive Complex 2 (PRC2), is a canonical repressive mark that constrains developmental competence (Cao et al., 2002; Mozgova et al., 2015). The histone demethylase KDM6B catalyzes removal of H3K27me3, thereby antagonizing PRC2 and facilitating transcriptional activation at developmental loci (Agger et al., 2007; Sen et al., 2008). KDM6B has been implicated in multiple neural processes, including neural commitment, lineage specification, postnatal neurogenesis, neuronal survival, and neuronal maturation (Burgold et al., 2008; Park et al., 2014; Wijayatunge et al., 2014, 2018; Shan et al., 2020). These findings suggest that KDM6B may also regulate postnatal oligodendrocyte maturation and cortical myelination by relieving repressive chromatin at key lineage regulators.

The clinical relevance of KDM6B is underscored by human genetics. Recent large-scale studies identify KDM6B as a high-confidence autism spectrum disorder (ASD) risk gene, and multiple case reports describe children with disruptive or missense KDM6B variants presenting with neurodevelopmental phenotypes that include intellectual disability, delayed language/motor development, and attention-deficit/hyperactivity disorder (ADHD) behaviors (Stolerman et al., 2019; Satterstrom et al., 2020; Insa Pineda and Gómez González, 2021; Rots et al., 2023, 2025). Together with experimental evidence that heterozygous loss of Kdm6b in mice produces ASD- and ADHD-like behaviors, these findings suggest that KDM6B-dependent chromatin regulation contributes to brain development and function (Gao et al., 2022). Whether defects in oligodendrocyte maturation and myelination participate in the pathophysiology of KDM6B-related neurodevelopmental disorders, however, remains unknown.

In the present study, we examined the role of KDM6B in postnatal oligodendrocyte maturation and cortical myelination. We conditionally deleted *Kdm6b* in Emx1-positive dorsal telencephalic progenitors, a lineage that contributes to cortical glutamatergic neurons, astrocytes, and a subset of oligodendrocytes. We combined postnatal histological analysis with stage-specific oligodendrocyte markers, lineage-specific RNA-seq, and chromatin immunoprecipitation analysis of H3K27me3. To test functional causality, we further used temporally controlled, Tet-inducible *Sox10* expression *in vivo*.

We show that loss of Kdm6b delays postnatal cortical myelination and impairs oligodendrocyte maturation without detectably altering postnatal OPC density. At the molecular level, Sox10 is reduced early, followed by broader downregulation of myelin-associated genes. At the chromatin level, Kdm6b-deficient Emx1-lineage cells show increased H3K27me3 at promoter-proximal regions of Sox10. Importantly, temporally controlled Sox10 induction partially rescues cortical myelination in Kdm6b-cKO mice. Together, these findings identify a KDM6B→SOX10 regulatory axis that promotes postnatal oligodendrocyte maturation and cortical myelination in the developing cortex.

## Materials and methods

### Mice

Founder conditional *Kdm6b* knockout (*Kdm6b*-cKO) mice were generated by *in vitro* fertilization at the Michigan State University (MSU) Transgenic Core, as reported in our previous study (Gao et al., 2022). Mice were housed under standard conditions (12 h light/12 h dark cycle) with *ad libitum* access to food and water. All procedures were approved by the Michigan State University Institutional Animal Care and Use Committee (IACUC, PROTO202300162) and conducted in accordance with institutional guidelines.

### Mouse breeding strategy

All mice were backcrossed to C57BL/6 for more than five generations to achieve a congenic C57BL/6 background. Conditional knockouts and controls were generated by crossing Emx1-Cre mice [B6.129S2-Emx1^TM1^(cre)^Krj^/J, The Jackson Laboratory] with *Kdm6b* floxed mice. Littermates included wild-type (*Kdm6b*^wt/wt^) and conditional knockout (Emx1-Cre; Kdm6b^f/f^) animals. For breeding, *Kdm6b*^wt/f^ × *Kdm6b*^wt/f^ matings produced *Kdm6b*^wt/wt^, *Kdm6b*^wt/f^, and *Kdm6b*^f/f^ offspring. All lines were maintained on a SUN1-GFP reporter background [B6;129-*Gt(ROSA)26Sor^TM 5(CAG–Sun1/sfGFP)Nat^*/J, The Jackson Laboratory].

### In uterus electroporation

E15.5 dams were anesthetized with isoflurane on a 37 °C heated stage, the abdomen was aseptically prepared, and a midline laparotomy was performed to externalize the uterine horns on warm, saline-moistened gauze. Endotoxin-free plasmids (1 μg/μL total in sterile PBS with 0.01% Fast Green) were loaded into a pulled glass capillary attached to a mouth pipette and 1.0 μL DNA was injected into the lateral ventricle. Tweezer-type platinum electrodes were positioned to direct the anode toward the dorsal pallium and 5 square-wave pulses were delivered with a pulse generator (40 V, 50 ms width, 950 ms interval). After electroporation, uterine horns were returned to the abdominal cavity, the peritoneum and skin were closed with absorbable sutures and wound clips, and dams received carprofen per IACUC guidelines. The procedure was approved by the Michigan State University Institutional Animal Care and Use Committee (IACUC) and conducted in accordance with institutional guidelines.

### Doxycycline administration

To induce gene expression in offspring carrying a doxycycline-inducible transgene, pregnant dams were provided with doxycycline-containing drinking water starting at embryonic day 18.5 (E18.5) and maintained continuously until postnatal day 21 (P16). The doxycycline solution was prepared fresh every 2 days by dissolving doxycycline hyclate (Sigma-Aldrich) at a final concentration of 2 mg/mL in 2% sucrose (w/v) to improve palatability and protected from light using amber bottles. Dams were housed under standard conditions with *ad libitum* access to the doxycycline water, which ensured sustained systemic exposure through lactation to activate the tetracycline-responsive transgene in the pups during late embryonic and early postnatal development. The procedure was approved by the Michigan State University Institutional Animal Care and Use Committee (IACUC) and conducted in accordance with institutional guidelines.

### Tissue processing for histology

P16, P24, and P35 mice were anesthetized by avertin and transcardially perfused with ice-cold phosphate-buffered saline followed by 4% paraformaldehyde (PFA) in PBS. Brains were dissected and post-fixed in 4% PFA at 4 °C overnight, then cryoprotected in 30% sucrose in PBS at 4 °C until tissue sank. Cryoprotected brains were embedded in optimal cutting temperature (OCT) compound in molds, frozen on dry-ice or a pre-chilled isopentane bath, and stored at −80 °C. Coronal sections were cut at 10 μm on a cryostat (Leica CM1950).

### Immunostaining

Slide-mounted OCT cryosections were rinsed in PBS and permeabilized/blocked for 1 h at RT in PBS containing 0.3% Triton X-100 and 5% normal donkey. Rabbit anti-MBP (Cell Signaling), Rabbit anti-SOX10 (Cell Signaling), Rabbit anti-MAG (Cell Signaling), Rabbit anti-MOG (Cell Signaling), Rabbit anti-NeuN (Cell Signaling), and Rabbit anti-BCAS1 (Synaptic Systems) diluted in the same buffer (1:400) were applied overnight at 4 °C in a humidified chamber. The next day, sections were washed in PBS and incubated with Donkey anti-rabbit Alexa Fluor 680–conjugated secondary antibodies (1:400, Jackson ImmunoResearch) for 1 h at RT protected from light, followed by PBS washes. Nuclei were counterstained with DAPI (0.5 μg/mL, 5 min), briefly rinsed, and coverslipped with antifade mounting medium.

### Imaging

Images were acquired using a ZEISS Axio Observer Z1 inverted fluorescence microscope equipped with 2.5× and 10× objective lenses and captured with ZEN Pro software (ZEISS).

### Imaging data analysis

Mean fluorescence intensity (MFI) of MBP immunofluorescence was quantified using ImageJ (NIH). All images were converted to 8-bit format to standardize intensity scaling across samples. One image per sample was analyzed. A region of interest (ROI) encompassing a high-density myelinated area immediately above the corpus callosum was used as a reference region and set as 100 for normalization. The sampling ROI encompassed the outer extent of cortical myelinated axons and was used as the primary measurement region for MFI quantification. For the MAG, MOG, and MBP fiber length proportion analysis, the same sections used for MFI analysis were used to quantify cortical myelination length using ImageJ. Total cortical width was measured by obtaining five independent linear measurements (in pixels) from the top of the corpus callosum to the pial surface within the superior lateral cortex. These measurements were averaged to yield a mean cortical width for each sample. The extent of myelination was determined by taking five measurements from the top of the corpus callosum to the distal boundary of the myelinated region. These values were averaged to obtain the mean myelinated length. The proportion of cortical myelination was calculated by dividing the mean myelinated length by the mean cortical width for each sample. This analysis was performed for all samples used in the study. SOX10, PDGFRA, and NeuN immunostaining was quantified using ImageJ. All images were converted to 8-bit format to allow automated particle analysis. For each sample, three 400 × 400-pixel ROIs were randomly selected within the analyzed hemisphere. Automated particle counting was performed for each ROI using ImageJ’s particle analysis function. Cellular density was calculated by dividing the particle count by the ROI area (160,000 pixels^2^). Density values from the three ROIs were averaged to obtain a single value per sample for statistical analysis.

### Fluorescence-activated nuclei sorting

Mouse cortices were rapidly dissected on ice. Nuclei were isolated sucrose gradient centrifugation. Briefly, 14 mL of sucrose cushion (1.8 M sucrose, 10 mM Tris-HCl pH 8.0, 3 mM MgCl2) was added to the bottom of Beckman Coulter ultracentrifuge tubes. Using a glass Dounce homogenizer, a freshly isolated or frozen cortex was homogenized in 12 mL homogenization buffer (0.32 M sucrose, 5 mM CaCl2 3 mM MgCl2, 10 mM Tris-HCl pH 8.0, 0.1% Triton X-100, 0.1 mM EDTA with strokes of the loose pestle followed by strokes of the tight pestle. Homogenates (∼12 mL) were carefully layered onto the sucrose cushion, and 10 mL homogenization buffer was added on top. Gradients were centrifuged at 25,000 rpm for 2.5 h at 4 °C in a Beckman Coulter L8-70M ultracentrifuge using an SW28 swinging-bucket rotor. Supernatants were removed by aspiration. Nuclei were resuspended in 0.01% BSA in DPBS passed through a 40-μm cell strainer. The SUN1-GFP + nuclei were sorted by S3e sorter (Bio-Rad).

### qRT-PCR assays

Total RNA was extracted using QIAshredder and RNeasy spin columns (QIAGEN) according to the manufacturer’s instructions. RNA was reverse-transcribed with HIScript Reverse Transcriptase III (Vazyme). Quantitative PCR was performed using SupRealQ Ultra Hunter SYBR qPCR Master Mix (U+) (Vazyme) on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Primer sequences are listed in Supplementary Table 1.

### RNA-seq sample preparation for AVITI sequencing

Total RNA was extracted according to the manufacturer’s instructions. RNA-seq libraries were prepared from total RNA using the VAHTS Universal V10 RNA-seq Library Prep Kit for Illumina (Vazyme). Adapter-ligated cDNA was PCR-amplified and size-selected magnetic beads. DNA was measured by an Invitrogen Qubit fluorometer. Libraries were sequenced on NovaSeq6000 or Element AVITI sequencers at the Michigan State University Genomics Core.

### RNA-seq data analysis

RNA-seq analysis was performed essentially as described previously (Aljazi et al., 2021; Gao et al., 2021). Reads were aligned to the mouse reference genome (UCSC mm9) using HISAT2 (Kim et al., 2019). Gene-level abundance was normalized as reads per kilobase per million mapped reads (RPKM). Differential expression was assessed with Cuffdiff (Trapnell et al., 2012), using a false-discovery rate threshold of q < 0.05 and a > 2-fold change in RPKM between conditions. Differentially expressed gene sets were submitted to g:Profiler^1^ for Gene Ontology enrichment analysis.

### ChIP-qPCR analysis

Chromatin immunoprecipitation was performed as described previously (He et al., 2013). FANS-sorted nuclei (2–3 × 10^5^ per IP) were lysed in 1% SDS, 10 mM EDTA, 50 mM Tris-HCl (pH 8.0) supplemented with protease inhibitors. Chromatin was sonicated on a Covaris S220 to an average fragment size of ∼200–400 bp, clarified by centrifugation, and diluted 10× with ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.0, 167 mM NaCl). Supernatants were incubated overnight at 4 °C with 2 μL rabbit polyclonal anti-H3K27me3 (Cell Signaling Technology; catalog and lot as in Antibody Table). Immune complexes were captured with Protein G Plus/Protein A magnetic beads (EMD Millipore). Beads were washed sequentially in low-salt, high-salt, LiCl, and TE buffers, eluted in 1% SDS/0.1 M NaHCO3, and crosslinks were reversed (65 °C, ≥4 h). DNA was purified by phenol–chloroform extraction and ethanol precipitation and used for library preparation. Quantitative PCR was performed using SupRealQ Ultra Hunter SYBR qPCR Master Mix (U+) (Vazyme) on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Primer sequences are listed in Supplementary Table 1.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8 (GraphPad Software). For comparisons between two groups, statistical significance was assessed using two-tailed unpaired Student’s *t*-tests. For comparisons involving multiple samples, group multiple-row *t*-tests were applied with Holm–Šidák correction for multiple comparisons. *P*-values < 0.05 were considered statistically significant. Data are presented as mean ± SEM.

## Results

### Loss of *Kdm6b* delays postnatal cortical myelination

To examine the role of KDM6B in cortical neural development, we conditionally deleted *Kdm6b* in Emx1***-***positive dorsal telencephalic progenitors, which give rise to cortical glutamatergic neurons, astrocytes, and oligodendrocytes, by crossing *Kdm6b*^flox/flox^ mice with the Emx1-Cre line (Gorski et al., 2002). Both wild-type (WT) and *Kdm6b***-**cKO cohorts were crossed to a SUN1-GFP reporter line to label Emx1**^+^** progeny, enabling lineage tracing and FANS (Fluorescence-Activated Nuclei Sorting)-based isolation of Emx1-lineage cells from cortices for downstream characterization (Figure 1A). To confirm knockout efficiency, we sorted SUN1-GFP^+^ cortical nuclei and performed quantitative real-time PCR (qRT-PCR) to measure *Kdm6b* mRNA. Relative to WT, *Kdm6b***-**cKO samples showed a > 95% reduction in *Kdm6b* transcript levels (i.e., <5% of WT), confirming efficient gene deletion (Figures 1B,C).

**FIGURE 1:**
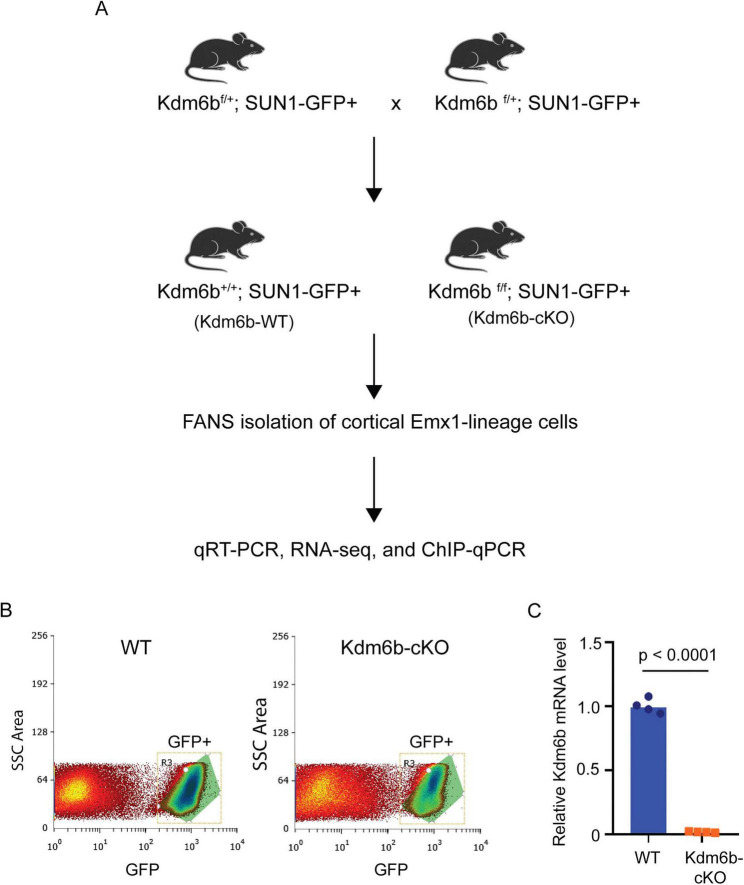
Generation and validation of *Kdm6b* conditional knockout in Emx1-lineage cortical cells. **(A)** Breeding scheme used to generate *Kdm6b*^+/+^; SUN1-GFP^+^ (WT) and Kdm6b^f/f^; SUN1-GFP^+^ (cKO) mice. Emx1-lineage cortical nuclei were isolated by fluorescence-activated nuclei sorting (FANS) based on GFP expression for downstream analyses. **(B)** Representative FANS plots showing gating of GFP^+^ cortical nuclei from WT and cKO mice. **(C)** qRT-PCR analysis of GFP^+^ nuclei confirming efficient loss of *Kdm6b* mRNA in cKO samples relative to WT controls. *Kdm6b* expression was normalized to *Gapdh*. Each dot represents one biological replicate.

To determine whether loss of Kdm6b causes gross developmental abnormalities, we first measured body and brain weights at postnatal day (P)1 and P30. Body weights were comparable between WT and Kdm6b-cKO mice in both males and females at P1 and P30. Likewise, gross brain morphology and brain weight were not detectably altered in Kdm6b-cKO mice at either age (Supplementary Figure 1), indicating that Kdm6b deletion in the Emx1 lineage does not produce overt changes in overall postnatal growth or brain size.

To assess postnatal cortical myelination, we performed immunostaining for myelin basic protein (MBP) at postnatal day (P) 3, P16, and P24. As expected, wild-type (WT) mice showed a progressive increase in MBP signal, with minimal or absent staining at P3, moderate staining at P16, and robust staining at P24. *Kdm6b*-cKO littermates followed a similar temporal trajectory but displayed markedly reduced MBP-positive neural fiber length and immunofluorescence intensity at P16 and P24 compared with WT (Figure 2), indicating that loss of *Kdm6b* in cortical neural progenitors impairs oligodendrocyte maturation and delays postnatal cortical myelination. To determine whether this deficit persists beyond P30, we further examined MBP staining at P35. MBP-positive fiber length remained significantly reduced in *Kdm6b*-cKO cortex at P35 (Supplementary Figure 2), indicating that although myelination progresses over time, the deficit persists into later postnatal stages.

**FIGURE 2:**
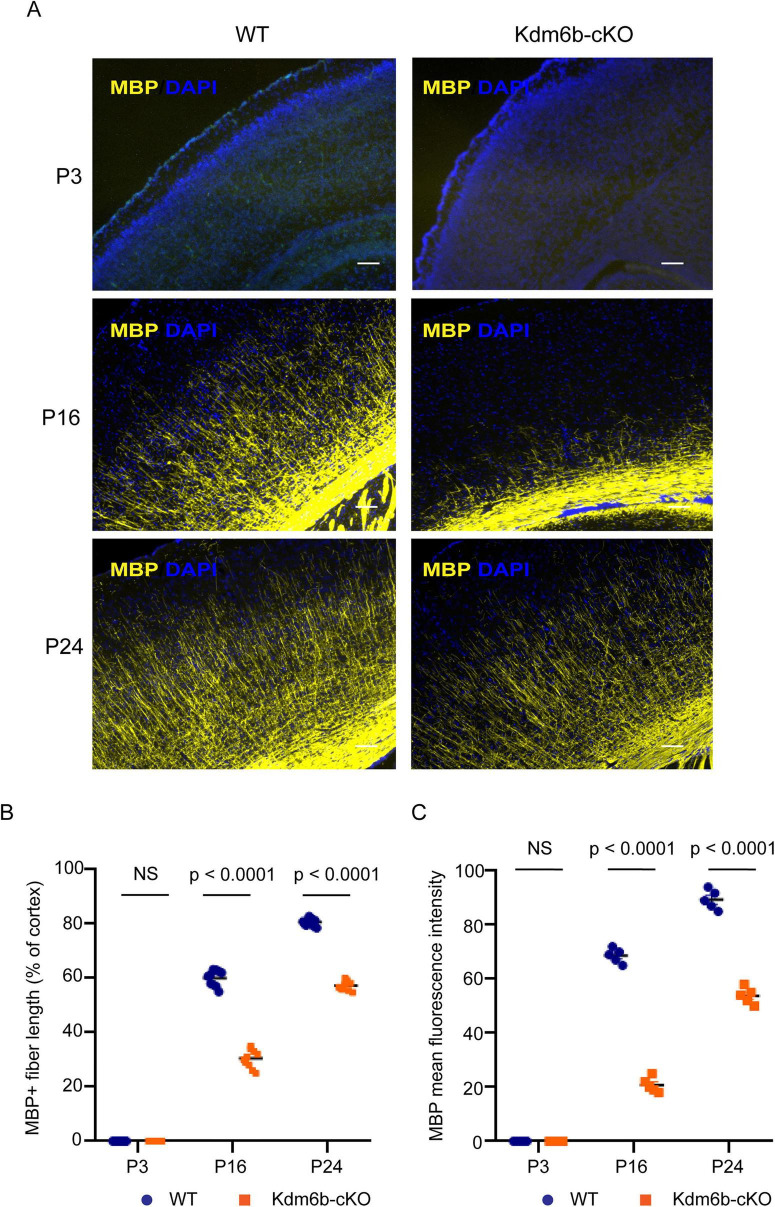
Delayed cortical myelination following *Kdm6b* deletion in Emx1-lineage cells. **(A)** Representative immunofluorescence images of cortical sections from *Kdm6b*-WT and *Kdm6b-cKO* mice at postnatal day 3 (P3), P16, and P24, stained for myelin basic protein (MBP, yellow) and DAPI (blue). WT cortices show robust, age-dependent increases in MBP-positive myelinated fibers, whereas *Kdm6b*-cKO cortices exhibit markedly reduced MBP labeling at P16 and P24. Scale bars, 200 μm. **(B)** Quantification of MBP-positive fiber length normalized to cortical length at P3, P16, and P24. No significant difference is observed at P3, whereas MBP-positive fiber length is significantly reduced in *Kdm6b*-cKO cortices at P16 and P24. Each dot represents an individual animal. Statistical significance is indicated (NS, not significant; *P* < 0.0001). **(C)** Quantification of mean MBP fluorescence intensity (MFI) at P3, P16, and P24. No significant difference is observed at P3, whereas MFI is significantly reduced in *Kdm6b*-cKO cortices at P16 and P24. Each dot represents an individual animal. Statistical significance is indicated (NS, not significant; *P* < 0.0001).

### Loss of *Kdm6b* does not alter postnatal OPC density but disrupts oligodendrocyte maturation

To determine whether the myelination defect in *Kdm6b*-cKO cortex reflects altered oligodendrocyte precursor cell (OPC) abundance or impaired oligodendrocyte maturation, we analyzed stage-specific markers in postnatal cortical sections. PDGFRA immunostaining showed that OPC density was similar between WT and *Kdm6b*-cKO mice at P3, P16, and P24 (Figures 3A,B). In contrast, BCAS1-positive pre-myelinating oligodendrocyte (pre-OL) fibers were significantly reduced in *Kdm6b*-cKO cortex at all three ages examined (Figures 3C,D). Similar to MBP, markers of mature oligodendrocytes (MOLs), including MAG and MOG, were unchanged at P3 but were significantly decreased at P16 and P24 in *Kdm6b*-cKO cortex (Figures 3E–H). To assess whether these changes were accompanied by altered neuronal abundance, we quantified NeuN-positive cells in the cortex at the same postnatal stages. NeuN^+^ neuronal density was comparable between WT and *Kdm6b*-cKO mice at P3, P16, and P24 (Supplementary Figure 3), indicating that the observed myelination defects were not associated with an overt change in postnatal cortical neuron density. Together, these findings indicate that *Kdm6b* loss does not detectably affect postnatal OPC or neuronal density, but is associated with impaired oligodendrocyte maturation during postnatal cortical development.

**FIGURE 3:**
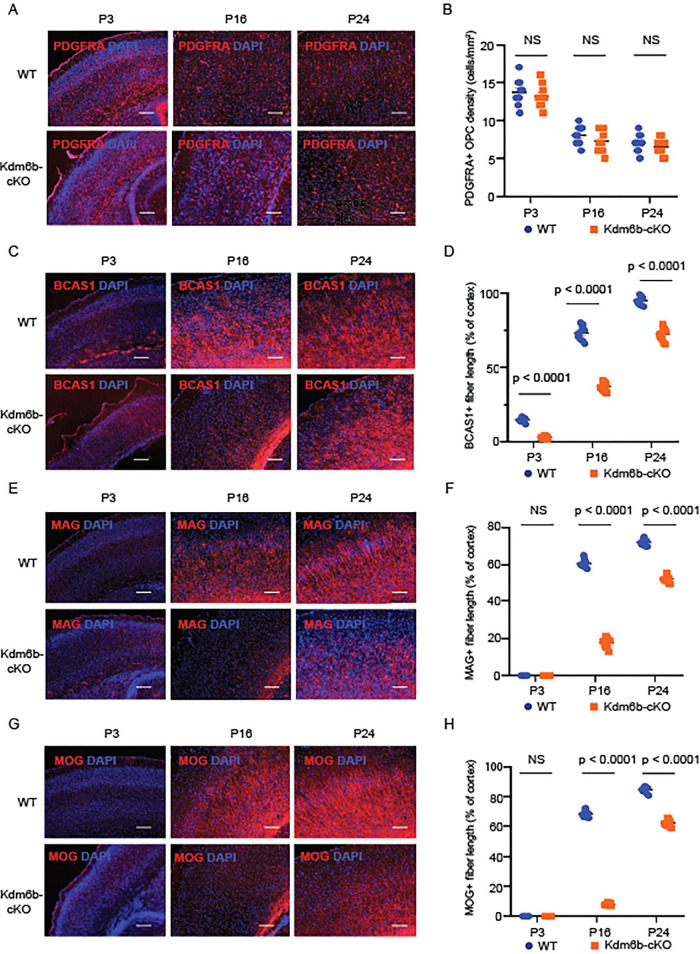
Loss of *Kdm6b* impairs postnatal oligodendrocyte maturation but not OPC density. **(A,B)** Representative cortical images from WT and Kdm6b-cKO mice at P3, P16, and P24 stained for PDGFRA (red) with DAPI (blue), and quantification of PDGFRA^+^ OPC density. **(C,D)** BCAS1 staining and quantification of BCAS1^+^ pre-myelinating oligodendrocyte (pre-OL) fiber length normalized to cortical length. **(E,F)** MAG staining and quantification of MAG^+^ mature oligodendrocyte (MOL) fiber length. **(G,H)** MOG staining and quantification of MOG^+^ mature oligodendrocyte (MOL) fiber length. Scale bars, 200 μm. Data are mean ± SEM. Each dot represents one biological replicate. Statistical significance is indicated in the panels; NS, not significant.

### Loss of *Kdm6b* impairs gene expression programs required for postnatal oligodendrocyte maturation

To define the molecular mechanisms by which KDM6B regulates oligodendrocyte development and myelination, we performed RNA sequencing of Emx1^+^ lineage-derived cortical cells isolated at postnatal day 1 (P1) and postnatal day 30 (P30). For both WT and *Kdm6b*-cKO littermates, cortical nuclei were purified by FANS using the SUN1-GFP reporter prior to library preparation. 

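The RNA sequencing values analysed here are of 6 WT and 6 Kdm6b-cKO libraries at P1, and 6 of each at P30. The authors aligned the reads to the mouse genome build mm9 with HISAT2 and deposited, for each age, a table of FPKM values for 25135 genes in each library and a table of their Cuffdiff comparison of the genotypes. FPKM are fragments per kilobase of transcript, relative to the mapped fragments of a library, and Cuffdiff had also scaled them between libraries. The ages were normalized separately, so the genotypes were compared within each age only. Libraries carry the numbers 0 to 5 within each group, and these numbers pair no WT library with a Kdm6b-cKO library. For the comparisons, limma was fitted to log2(FPKM + 0.1) over the genes with a mean of at least 1 FPKM across the 12 libraries of an age, with Benjamini-Hochberg adjustment over all genes tested. A gene was called lower or higher at an adjusted p under 0.05 and a change of more than 2-fold.
The tables hold no read totals, but low FPKM values rise in steps of 1 read, and the height of a step gives a library's depth after the authors' scaling. This effective depth assumes fragments of 200 bases. At P1 it ranged from 828000 to 3940000 reads in WT (median 1830000) and from 194000 to 2880000 reads in Kdm6b-cKO (median 1800000). At P30 it ranged from 5130000 to 8330000 reads in WT (median 6030000) and from 1940000 to 8070000 reads in Kdm6b-cKO (median 3900000). At P1, 4 WT libraries (numbers 2 to 5) and 1 Kdm6b-cKO library (number 5) had between 393 and 786 of the 1113 listed olfactory receptor genes above 0 FPKM, against 1 to 21 in the other 7 libraries. At P30, 1 WT and 3 Kdm6b-cKO libraries had less than 1000 FPKM of the 45S ribosomal RNA precursor and the other 8 had more. The receptor split at P1 and the 45S split at P30 were treated as technical batches. At P1, Kdm6b-cKO libraries 0 and 1 had 3423 and 3239 FPKM of the 45S precursor, and every other library at most 899 FPKM. That split lies within Kdm6b-cKO only and was not tested.
Kdm6b, on chromosome 11 of mm9 from 69212016 to 69229696, served as a check of the labels. At P1 it was 37.8 ± 11.3 FPKM (SD, n = 6) in WT and 29.0 ± 9.67 FPKM (SD, n = 6) in Kdm6b-cKO, a log2 fold change of -0.41 (standard error 0.29, adjusted p = 0.534 from limma). At P30 it was 21.6 ± 4.08 FPKM (SD, n = 6) in WT and 23.4 ± 4.36 FPKM (SD, n = 6) in Kdm6b-cKO, a log2 fold change of 0.12 (standard error 0.17, adjusted p = 0.828 from limma). Neither difference exceeded the spread between libraries (exact two-sided permutation tests, p = 0.190 and p = 0.446). The values count reads over the whole gene, and reads on the floxed exons alone were not analysed here. The genotypes below are therefore those of the authors' library labels.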

At P1, differential expression analysis identified approximately 122 downregulated and 327 upregulated genes in *Kdm6b*-cKO cortices relative to WT controls (fold changes > 2, q < 0.05). 

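At P1, 16250 genes were tested. With limma, 0 genes were lower and 0 higher in Kdm6b-cKO at an adjusted p under 0.05, and the smallest adjusted p was 0.160. At an unadjusted p under 0.05, 2352 genes differed, of which 1263 were lower and 1089 higher in Kdm6b-cKO, where chance alone would give 812.5. Random splits of the same libraries gave a median of 474 such genes and up to 2919. The median log2 fold change over all genes tested was -0.25, and -0.02 after quantile normalization. In 111 genes all 6 Kdm6b-cKO libraries lay below all 6 WT libraries and in 98 genes all lay above. Together these were 1.29% of the genes tested, against 0.216% by chance.
The number of genes called differed between ways of weighting the libraries. Weights estimated by limma for each library gave 0 lower and 0 higher genes, and 0 past adjusted p. An alternative chosen after the depths were seen, with each library weighted by its depth, moved the counts most, to 209 lower and 197 higher genes. Leaving out Kdm6b-cKO library 4 gave 28 lower and 24 higher genes, leaving out Kdm6b-cKO library 5 gave 5 lower and 0 higher genes, and leaving out WT library 4 gave 0 lower and 2 higher genes. With the olfactory receptor signal as a term of the fit, 0 genes were called. Among the 7 libraries without that signal (2 WT and 5 Kdm6b-cKO), 21 genes were lower and 0 higher.
In the authors' deposited comparison, the paper's calls number 122 lower and 327 higher genes. Its WT group values at P1 correspond to more WT libraries than the 6 analysed here, so the comparisons may not rest on the same libraries. All 122 lower genes also had a negative log2 fold change in limma, 121 of them at an unadjusted p under 0.05. Of the 327 higher genes, 326 had a positive log2 fold change and 222 an unadjusted p under 0.05. Across the 9325 genes that the authors tested, which are not independent replicates, the fold changes of the authors and of limma had a Spearman correlation of 0.902 and a Pearson correlation of 0.851.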

Notably, *Sox10*, a master regulator of oligodendrocyte lineage progression, was among the most significantly downregulated genes (Figures 4A,B). 

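Sox10 lies on the minus strand of chromosome 15 of mm9, from 78985343 to 78994920. At P1 it was 5.91 ± 0.785 FPKM (SD, n = 6) in WT and 2.34 ± 1.11 FPKM (SD, n = 6) in Kdm6b-cKO. The log2 fold change was -1.41 (standard error 0.39), with an adjusted p of 0.183 from limma over all genes tested, so Sox10 did not pass the threshold. By its unadjusted p, Sox10 ranked 234 of the 16250 genes. All 6 Kdm6b-cKO libraries were below all 6 WT libraries, and the difference of this single gene was larger than the spread between libraries (exact two-sided permutation test over all splits of the 12 libraries, p = 0.00216, the smallest p that 6 against 6 libraries allow). Over other pseudocounts, scalings and variance models, no filter, library weights estimated by limma, a covariate of Y-linked genes and folds of arithmetic means, the log2 fold change stayed negative and the adjusted p ranged from 0.133 to 0.357. With each library left out in turn, the log2 fold change stayed between -1.57 and -1.25 and the adjusted p between 0.0853 and 0.412.
Among the 7 libraries without olfactory receptor signal, the difference in mean log2 FPKM of Sox10 was -1.40 (2 WT and 5 Kdm6b-cKO libraries, exact permutation test, p = 0.0952). Among the 5 libraries with that signal it was -1.46 (4 WT and 1 Kdm6b-cKO library, exact permutation test, p = 0.2, the smallest possible).
In the authors' deposited P1 comparison, the paper's values for Sox10 are 5.86 FPKM in WT and 2.37 FPKM in Kdm6b-cKO, with p = 0.00085 and q = 0.0215. That table gives Sox10 the status of a gene without a test. It is the only one of 15810 genes with that status whose p is not 1. Its test statistic, p and q equal those that the table lists for Id3. Ordered by q, Sox10 takes place 87 among the authors' 122 lower genes, and 42 of them have a larger fall in the same table.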

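Lists of marker genes were compared between the genotypes at P1 with limma's camera test, with its preset correlation of 0.01 between genes, and adjusted over the 13 lists that had at least 3 genes tested. They stand in for Gene Ontology terms, which were not analysed here. The synaptic signalling list had a median log2 fold change of -0.49, with 25 of its 32 genes lower in Kdm6b-cKO (adjusted p = 0.00485), while the median over all genes was also negative. The immediate early list had a median of -1.18 with 16 of 17 genes lower (adjusted p = 0.00702). The precursor list of the oligodendrocyte lineage had a median of -0.85 with 12 of 14 genes lower (adjusted p = 0.00883), and the astrocyte list a median of -0.66 with 14 of 16 genes lower (adjusted p = 0.00883). The cell cycle list was higher, with a median of 0.48 and 5 of 23 genes lower (adjusted p = 0.000963). The myelin and mature oligodendrocyte list had a median of -1.19 and did not pass (adjusted p = 0.184). Counts of genes adjusted over the list alone were 3 for the synaptic signalling list and 0 for the myelin list, against 0 over all genes tested. Under limma's fry test the synaptic signalling, immediate early, precursor and astrocyte lists still passed, the committed oligodendrocyte and glutamatergic neuron lists passed as well, and the cell cycle list did not (adjusted p = 0.115). With the correlation between genes estimated from these libraries, 0 of the lists passed.
Since limma called 0 genes lower at P1, the overlap of the synaptic signalling list with called genes was 0 of 0. Among the 122 genes the authors call lower, 2 were on this list (odds ratio 5.88, one-sided Fisher's exact test, p = 0.0514), against the 9326 genes that their comparison tested or called.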

Gene Ontology analysis of the P1 downregulated gene set showed enrichment for biological processes including cell-cell signaling, localization, regulation of nervous system process, and nervous system development (Supplementary Figure 4). Consistent with these transcriptomic changes, SOX10 immunostaining of P1 cortices revealed a marked reduction in SOX10 protein levels in Kdm6b-cKO mice (Figures 4C,D).

**FIGURE 4:**
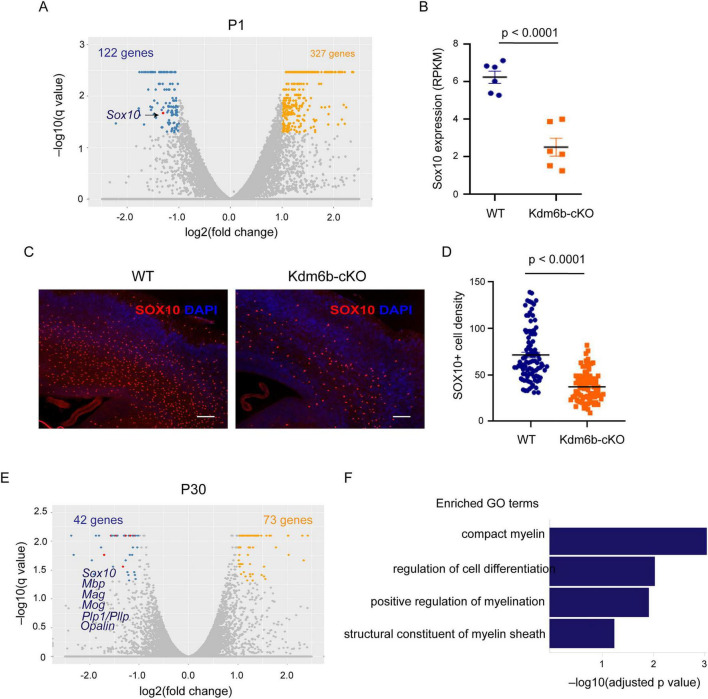
*Kdm6b* deletion suppresses *Sox10* expression and oligodendrocyte gene programs during cortical development. **(A)** Volcano plot of differentially expressed genes in P1 *Kdm6b*-cKO versus WT Emx1-lineage cortical cells. Blue and orange dots denote significantly downregulated and upregulated genes, respectively (|log2FC| > 1, FDR < 0.05). *Sox10* is highlighted among the downregulated genes. **(B)** RNA-seq quantification showing reduced *Sox10* expression in *Kdm6b*-cKO cortices at P1, expressed as reads per kilobase per million mapped reads (RPKM). Data are mean ± SEM; *p* < 0.0001, two-tailed Student’s *t*-test. **(C)** Representative immunofluorescence images of SOX10 (red) and DAPI (blue) in WT and *Kdm6b*-cKO cortices at P1. Scale bars, 200 μm. **(D)** Quantification of SOX10 + cell density in WT and *Kdm6b*-cKO cortices. Each dot represents an individual sampling region. Mean ± SEM; *p* < 0.0001. **(E)** Volcano plot of differentially expressed genes in P30 cortices, highlighting sustained downregulation of oligodendrocyte lineage genes including *Sox10, Mbp, Mag, Mog, Plp1*, and *Opalin* in *Kdm6b*-cKO mice. **(F)** Gene ontology (GO) enrichment analysis of downregulated genes in *Kdm6b*-cKO cortices at P30, revealing significant enrichment for myelin-related biological processes and oligodendrocyte differentiation programs.

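In single libraries, Sox10 at P1 ranged from 4.84 to 6.65 FPKM in WT and from 1.16 to 3.77 FPKM in Kdm6b-cKO. In steps of 1 read these values stood for 10 to 51 reads per WT library, 175 in all, and for 1 to 26 reads per Kdm6b-cKO library, 71 in all, each within 0.001 of a whole read. Kdm6b-cKO libraries 0 and 5 had 1 Sox10 read each. Among libraries deeper than 1000000 effective reads, the 3 Kdm6b-cKO libraries had at most 3.77 FPKM and the 5 WT libraries at least 5.18 FPKM. The log2 difference of Sox10 between these libraries was -0.99 (exact two-sided permutation test, p = 0.0179, the smallest p that 3 against 5 libraries allow).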

By P30, transcriptomic analysis identified 42 downregulated and 73 upregulated genes. 

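At P30, 13289 genes were tested, and limma called 30 genes lower and 7 higher in Kdm6b-cKO. Without the fold threshold, 49 genes passed an adjusted p of 0.05, 38 of them lower and 11 higher. At an unadjusted p under 0.05 there were 1689 genes, against 664 expected by chance. Random splits of the same libraries gave a median of 359 such genes but up to 4488, and several splits exceeded 1689. This count alone therefore does not set the genotypes apart from other groupings. All 6 libraries of each genotype stayed apart in 140 genes that were lower and 118 that were higher in Kdm6b-cKO, together 1.94% of the genes tested, where chance gives 0.216%. These counts depended on single libraries: with WT library 2, 3, 4 or 5 left out, 1, 1, 2 and 1 genes were called lower. Weights estimated by limma for each library gave 329 lower and 201 higher genes.
With the 45S ribosomal RNA split as a term of the fit, an alternative chosen after the data were seen, 365 genes were lower and 185 higher. These held all 30 lower and 5 of the 7 higher genes. Of the paper's 42 lower genes, 16 were also called by limma, and of its 73 higher genes 7 were. All 42 and all 73 had the same direction in limma.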

Notably, Sox10 remained persistently suppressed, accompanied by broad downregulation of genes associated with mature oligodendrocyte function and myelin sheath formation, including Mbp, Mag, Mog, Plp1/Pllp, Opalin, and Cmtm5 (Figure 4E). 

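At P30, Sox10 was 9.38 ± 1.92 FPKM (SD, n = 6) in WT and 3.41 ± 0.899 FPKM (SD, n = 6) in Kdm6b-cKO, a log2 fold change of -1.46 (standard error 0.23, adjusted p = 0.0204 from limma). These values stood for 95 to 228 reads per WT library and 19 to 61 reads per Kdm6b-cKO library. Under the other pseudocounts, filters, scalings, variance models and library weights tried, Sox10 stayed past the threshold, but its adjusted p rose to between 0.0549 and 0.0649 when WT library 2, 3, 4 or 5 or Kdm6b-cKO library 0 was left out. Among the 8 libraries with the higher 45S ribosomal RNA level, the log2 difference of Sox10 was -1.28 (5 WT and 3 Kdm6b-cKO libraries, exact permutation test, p = 0.0179). In the other batch, with 1 WT and 3 Kdm6b-cKO libraries, it was -1.89 (exact permutation test, p = 0.25, the smallest possible).
Mag was 62.8 ± 9.97 FPKM (SD, n = 6) in WT and 21.2 ± 6.45 FPKM (SD, n = 6) in Kdm6b-cKO, a log2 fold change of -1.59 (standard error 0.19, adjusted p = 0.00538 from limma). Mbp was 123 ± 32.0 FPKM (SD, n = 6) in WT and 50.7 ± 12.2 FPKM (SD, n = 6) in Kdm6b-cKO, and its log2 fold change was -1.27 (standard error 0.20, adjusted p = 0.0204 from limma). Cmtm5 had a log2 fold change of -1.17 (standard error 0.18, adjusted p = 0.0204). Mbp and Cmtm5 also lost the threshold when any of the libraries named for Sox10 was left out, and Mbp without Kdm6b-cKO library 1 as well, while Mag kept it.
Mog, Opalin and Pllp fell without passing the adjustment. The log2 fold changes were -1.14 for Mog (adjusted p = 0.0617), -1.93 for Opalin (adjusted p = 0.131) and -1.47 for Pllp (adjusted p = 0.193). For Sox10, Mag, Mbp, Cmtm5, Mog, Opalin and Pllp all 6 Kdm6b-cKO libraries lay below all 6 WT libraries, which is the smallest p of an exact permutation test of a single gene (p = 0.00216). With the 45S ribosomal RNA split as a term, Mog, Opalin and Pllp also passed, with adjusted p of 0.00444, 0.00566 and 0.00820. Bcas1, which the paper stains as a pre-myelinating marker, had a log2 fold change of 0.04 (adjusted p = 0.959), and the precursor marker Pdgfra one of -0.27 (adjusted p = 0.910), whose sign changed under other scalings and pseudocounts.
Among the genes called, the 5 largest falls were in Atcayos (-4.20), Slc17a6 (-2.98), Pkd2l1 (-2.46), Dapk2 (-2.19) and Ppp1r14a (-2.11), given as log2 fold changes. The log2 fold change of Atcayos depends on the added 0.1, since 5 of its 6 Kdm6b-cKO libraries are listed at 0. The 5 largest rises were in Tmem181b-ps (1.92), Lypd1 (1.56), 2810021J22Rik (1.26), Cgn (1.26) and Xpo1 (1.09).

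**Figure D1:**
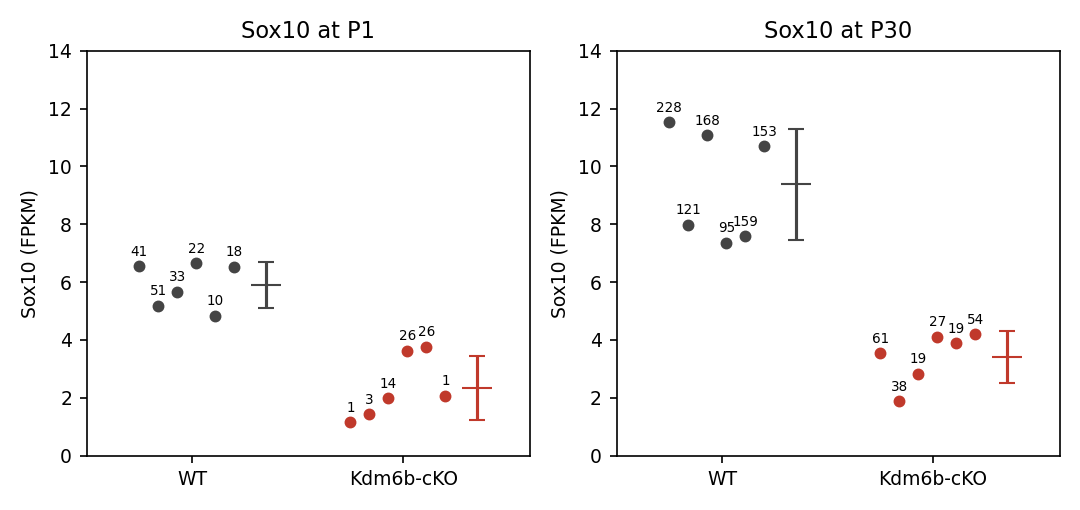
Sox10 in FPKM in each WT (dark) and Kdm6b-cKO (red) library at P1 and P30, with the number of reads behind each point and the mean and SD of each group at its right. At both ages all 6 Kdm6b-cKO libraries lie below all 6 WT libraries, at P30 with 19 to 61 reads against 95 to 228.

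**Figure D2:**
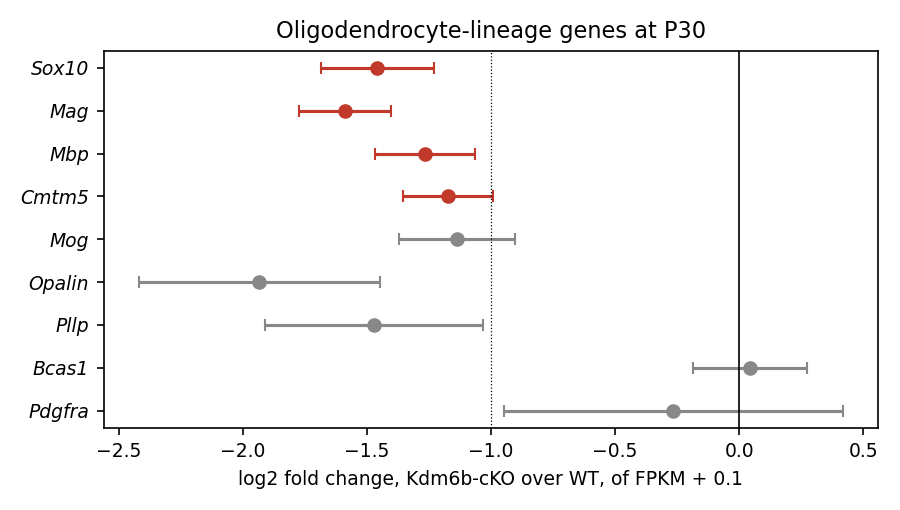
Log2 fold changes of 9 genes of the oligodendrocyte lineage at P30 with their standard errors. Red points passed an adjusted p of 0.05 in limma, grey points did not, and the dotted line marks a 2-fold fall, with values from -1.93 for Opalin to 0.04 for Bcas1.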

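The myelin and mature oligodendrocyte list, which holds genes the paper names at P30, had a median log2 fold change of -1.06 at P30 in Kdm6b-cKO, with 27 of its 29 tested genes lower (camera, adjusted p = 2.33e-14 over 12 lists). Since the paper chose some of these genes from the same libraries, the list is not independent evidence. Of the 29 genes, 5 passed over all genes tested and 17 when adjusted over the list alone. The list also passed under fry (adjusted p = 0.00924) but not with an estimated correlation between genes (adjusted p = 0.137).
The same 5 genes were among the 30 genes called lower, an odds ratio of 110 against the 13289 genes tested (one-sided Fisher's exact test, p = 4.72e-09). With WT library 2 left out, 1 gene was called lower and it was on the list (one-sided Fisher's exact test, p = 0.00218). Among the paper's 42 lower genes, 9 were on the list (one-sided Fisher's exact test, p = 1.02e-16).
Of the other lists, the GABAergic neuron list was higher in Kdm6b-cKO, with a median of 1.54 and 0 of 11 genes lower (adjusted p = 5.19e-07). The microglia list was also higher (median 0.97, 2 of 8 genes lower, adjusted p = 0.0350), and the glutamatergic neuron list lower (median -0.28, 12 of 16 genes lower, adjusted p = 0.0299). These 3 lists did not pass under fry or with an estimated correlation. As progeny of the sorted lineage the paper names glutamatergic neurons, astrocytes and oligodendrocytes, but neither GABAergic neurons nor microglia. Whether the sorts differed in purity was not tested. The rises of the GABAergic and microglia lists therefore cannot be read as changes within that lineage. The precursor list (median -0.24, 10 of 15 genes lower) and the committed and pre-myelinating oligodendrocyte list (median 0.22, 4 of 12 genes lower) did not pass in any of the 3 tests.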

Gene ontology analysis further revealed significant enrichment of downregulated genes in myelin-associated biological processes, including compact myelin formation, structural constituents of the myelin sheath, and positive regulation of myelination (Figure 4F).

Together, these dynamic transcriptional changes closely parallel the histological deficits observed in *Kdm6b*-cKO cortices and indicate that impaired cortical myelination results from disrupted oligodendrocyte lineage progression driven by loss of key regulatory programs, most notably *Sox10*.

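Whether the effect of genotype differed between the ages was tested in 12644 genes with limma over all 24 libraries. The difference, Kdm6b-cKO minus WT at P30 less the same at P1, passed an adjusted p of 0.05 in 1 gene, Ivns1abp, and in 0 to 521 genes under the alternatives that kept all libraries. For Sox10 it was -0.04 on the log2 scale (standard error 0.40, adjusted p = 0.976), so a change of the Sox10 effect with age was not detected. For Mag, Mbp and Cmtm5, called at P30 only, it was 0.33, 0.59 and 0.49 (standard errors 0.98, 0.89 and 1.08), with adjusted p of 0.902, 0.804 and 0.867. Their log2 fold changes at P1 were -1.92, -1.85 and -1.67, so a call at P30 only does not show a later onset. Across the 12644 genes, which are not independent replicates, the log2 fold changes at P1 and at P30 had a Spearman correlation of 0.132 and a Pearson correlation of 0.155.
From the lower Sox10 at P1 and the lower Sox10 and myelin genes at P30, set beside the histology of Kdm6b-cKO cortices, the paper concludes that impaired myelination follows from disrupted progression of the oligodendrocyte lineage through loss of regulatory programs, above all Sox10.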

### Loss of *Kdm6b* alters promoter-associated histone H3K27me3 levels at the *Sox10* locus

To assess the epigenetic consequences of KDM6B loss, we performed chromatin immunoprecipitation followed by quantitative PCR (ChIP–qPCR) on FANS-sorted Emx1-lineage cortical cells, focusing on histone H3K27me3, a repressive modification deposited by Polycomb repressive complex 2 (PRC2) and removed by KDM6B. Compared with WT controls, *Kdm6b*-cKO cells exhibited significantly increased H3K27me3 enrichment at promoter-proximal regions of genes that were transcriptionally downregulated upon *Kdm6b* deletion. Notably, H3K27me3 levels were markedly elevated at the *Sox10* locus at amplicons near the transcription start site, whereas more distal regions showed no significant changes (Figure 5). These data indicate that loss of *Kdm6b* is associated with accumulation of promoter-proximal H3K27me3 at the *Sox10* locus, consistent with reduced *Sox10* expression in Kdm6b-cKO cortices. Thus, impaired chromatin activation at the *Sox10* promoter is likely to contribute to the reduced expression of this key oligodendrocyte lineage regulator following *Kdm6b* deletion.

**FIGURE 5:**
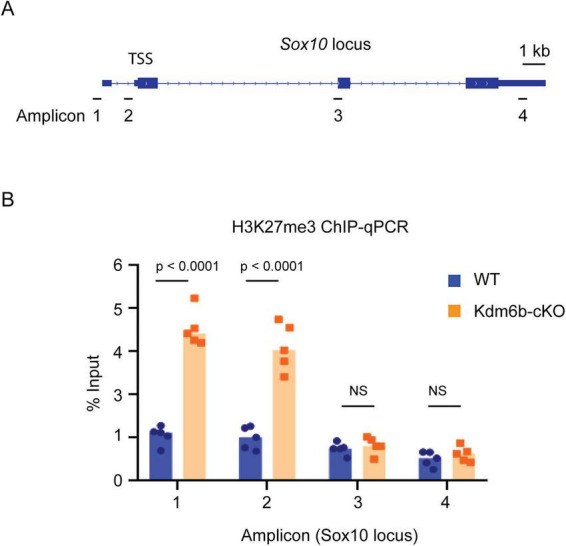
Loss of *Kdm6b* leads to accumulation of H3K27me3 at the Sox10 promoter. **(A)** Schematic of the *Sox10* locus with ChIP–qPCR amplicons positioned relative to the transcription start site (TSS). Scale bar, 1 kb. **(B)** H3K27me3 ChIP–qPCR analysis in FANS-isolated Emx1-lineage cortical cells from WT and *Kdm6b*-cKO mice. Enrichment (% input) is increased at promoter-proximal regions (amplicons 1–2) in Kdm6b-cKO samples, with no significant differences at distal regions (amplicons 3–4). Each dot represents one biological replicate; bars indicate mean ± SEM. Statistical significance is indicated in the panel; NS, not significant.

### Temporally controlled Sox10 expression partially rescues cortical myelination in *Kdm6b*-cKO mice

To test whether *Sox10* is a critical KDM6B target mediating postnatal oligodendrocyte development and cortical myelination, we attempted a rescue experiment by ectopically expressing *Sox10* in neural progenitors within the subventricular zone (SVZ) of the embryonic cortex using *in utero* electroporation (IUE) at E15.5. We initially employed a constitutive expression plasmid encoding Sox10-P2A-RFP, in which the self-cleaving P2A peptide generates separate SOX10 and RFP proteins, enabling fluorescent identification of transfected cells (Szymczak et al., 2004). A control plasmid expressing truncated LacZ-P2A-RFP was electroporated in parallel.

Constitutive *Sox10* overexpression at E15.5 profoundly disrupted radial migration, differentiation, and proliferation of cortical progenitors. Whereas LacZ-transfected neurons migrated normally and populated cortical layers II–III with typical neuronal morphology, *Sox10*-transfected progenitors largely failed to migrate and instead accumulated within the subventricular zone (SVZ). *Sox10*-expressing cells also exhibited reduced dispersion and prominent clustering near the ventricular region, consistent with impaired progenitor differentiation and proliferation (Supplementary Figure 5). Moreover, these cells lacked neuronal characteristics, as indicated by the absence of RFP-labeled callosal axons. Together, these findings demonstrate that premature *Sox10* expression in the embryonic cortex diverts progenitors toward non-neuronal fates that are incompatible with normal neuronal migration, differentiation, and proliferation during cortical development.

To circumvent premature fate switching, we implemented a tetracycline-inducible system to achieve temporal control of *Sox10* expression (Gossen and Bujard, 1992). TRE-(Sox10-P2A-RFP) or TRE-(LacZ-P2A-RFP) responder plasmids were co-electroporated with an EF1α-rtTA activator. Validation in HEK293T cells demonstrated robust doxycycline (Dox)-dependent induction, with markedly increased RFP fluorescence upon Dox treatment and minimal basal expression in its absence. Immunoblotting further confirmed an approximately fivefold increase in SOX10 protein levels compared with controls (Supplementary Figure 6).

Using this inducible system, Dox was administered from E18.5 to P16 to activate transgene expression in postmitotic or late-stage cells. Under these conditions, LacZ-electroporated cells predominantly migrated to cortical layers II–III, whereas *Sox10*-electroporated cells accumulated mainly in layers IV–VI, with fewer cells reaching superficial layers (Supplementary Figure 7). Notably, inducible *Sox10* expression significantly increased cortical myelination in *Kdm6b*-cKO cortices at P16 compared with LacZ-transfected *Kdm6b*-cKO controls, although myelination did not fully reach wild-type levels (Figure 6). Together, these results indicate that temporally controlled *Sox10* expression partially rescues the myelination defect caused by *Kdm6b* loss, supporting SOX10 as a functionally important downstream effector of KDM6B in postnatal oligodendrocyte development.

**FIGURE 6:**
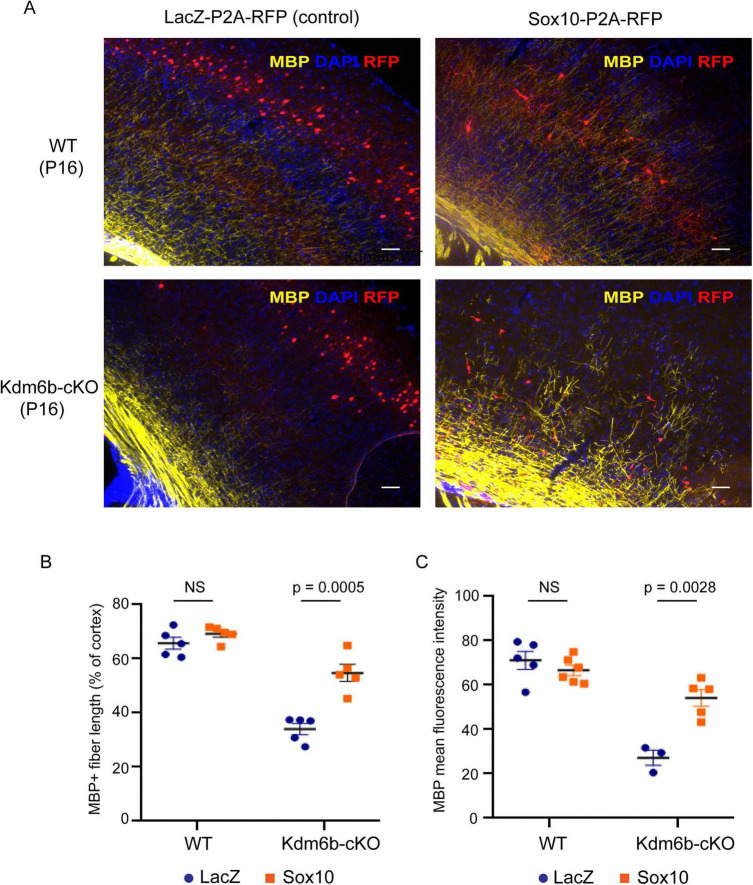
Temporally controlled *Sox10* expression partially rescues cortical myelination in Kdm6b-cKO mice. **(A)** Representative immunofluorescence images of cortical sections from Kdm6b-WT and Kdm6b-cKO mice at P16 following *in utero* electroporation of LacZ-P2A-RFP (control) or Sox10-P2A-RFP constructs. Sections were stained for myelin basic protein (MBP, yellow) and counterstained with DAPI (blue); RFP (red) marks electroporated cells. Scale bars, 200 μm. **(B)** Quantification of MBP-positive fiber length normalized to total cortical length. *Sox10* expression did not significantly alter myelination in WT cortex, but significantly increased MBP-positive fiber length in *Kdm6b*-cKO cortex compared with LacZ controls. **(C)** Quantification of mean MBP fluorescence intensity (MFI). *Sox10* overexpression did not significantly change MBP MFI in WT cortex, but significantly increased MBP MFI in *Kdm6b*-cKO cortex. Each dot represents one biological replicate; bars indicate mean ± SEM. Statistical significance is indicated in the panels; NS, not significant.

## Discussion

Our study identifies KDM6B as a key epigenetic regulator of postnatal cortical myelination. Deletion of *Kdm6b* in Emx1^+^ dorsal telencephalic progenitors resulted in delayed cortical myelin accumulation during early postnatal development, accompanied by reduced MBP immunoreactivity and decreased maturation-associated oligodendrocyte markers. These anatomical defects were paralleled by molecular changes in Emx1-lineage cortical cells, including early downregulation of *Sox10* at P1 and later suppression of myelin-related genes such as *Mbp, Mag, Mog*, and *Pllp* by P30. In parallel, ChIP-qPCR demonstrated increased promoter-proximal H3K27me3 at the *Sox10* locus in *Kdm6b*-deficient cells. Together, these findings support a model in which KDM6B promotes postnatal oligodendrocyte maturation and cortical myelination, at least in part, by maintaining *Sox10* in a transcriptionally permissive chromatin state.

A central conclusion of this study is that SOX10 functions as the upstream master transcriptional regulator through which KDM6B exerts much of its effect on oligodendrocyte maturation. SOX10 occupies a pivotal position in the oligodendrocyte lineage hierarchy and is required for progression from precursor and pre-myelinating states into mature, myelinating oligodendrocytes (Stolt et al., 2002; Li et al., 2007; Pozniak et al., 2010). It acts upstream of multiple core myelin genes and differentiation effectors, thereby coordinating the broader transcriptional program necessary for oligodendrocyte maturation and myelin formation. In this context, the early and robust reduction of *Sox10* in *Kdm6b*-cKO cortices is especially significant: among the observed transcriptional changes, loss of this master regulator provides the most parsimonious explanation for the subsequent broad suppression of oligodendrocyte and myelin-associated genes. Thus, rather than acting primarily at the level of individual structural myelin genes, KDM6B appears to regulate oligodendrocyte maturation at a higher hierarchical level by preserving expression of the lineage-defining factor SOX10.

Several findings support this KDM6B→SOX10 model. First, *Sox10* was among the earliest and most strongly downregulated genes following *Kdm6b* deletion. Second, the *Sox10* locus gained repressive H3K27me3 in *Kdm6b*-cKO cortical cells. Third, temporally controlled *Sox10* induction partially rescued cortical myelination *in vivo*. Together, these results identify SOX10 as a functionally central downstream effector of KDM6B. The incomplete rescue, however, suggests that additional KDM6B-dependent pathways likely cooperate with SOX10 to achieve full oligodendrocyte maturation.

Our stage-specific histological analyses further refine this interpretation. *Kdm6b* loss did not measurably alter PDGFRA^+^ OPC density or NeuN^+^ neuronal density during the postnatal stages examined, arguing against a major defect in OPC maintenance or broad neuronal loss (Figure 3 and Supplementary Figure 3). In contrast, BCAS1^+^ pre-OLs were reduced early, whereas MBP^+^, MAG^+^, and MOG^+^ mature oligodendrocyte markers declined at later stages. However, these signals remained detectable and increased over time in *Kdm6b*-cKO cortex, indicating that the temporal progression of oligodendrocyte maturation and myelination is preserved, although attenuated. These findings therefore support a delay, rather than a complete block, in oligodendrocyte maturation and myelination, consistent with the known upstream role of SOX10 in driving this transition (Stolt et al., 2002; Li et al., 2007; Pozniak et al., 2010).

Our rescue experiments also highlight the importance of developmental timing. Constitutive *Sox10* overexpression at E15.5 disrupted cortical progenitor migration and differentiation, whereas delayed *Sox10* induction from late embryonic to postnatal stages partially restored myelination. These findings indicate that *Sox10* must be engaged within the proper developmental window and further support the idea that KDM6B promotes maturation by enabling timely activation of the SOX10-dependent program.

An important feature of this study is its Emx1-lineage focus. Although embryonic cortical oligodendrocytes originate from ventral sources, dorsally derived Emx1^+^ progenitors contribute substantially to postnatal oligodendrogenesis (Gorski et al., 2002; Tripathi et al., 2011; Crawford et al., 2016). Our data show that KDM6B is required within this dorsal lineage to maintain *Sox10* expression and support downstream myelin gene activation, identifying KDM6B as a regulator of dorsally derived oligodendrocyte maturation.

These findings may have clinical relevance. KDM6B variants are increasingly linked to neurodevelopmental disorders (Stessman et al., 2017; Stolerman et al., 2019; Satterstrom et al., 2020), and our data suggest that impaired postnatal oligodendrocyte maturation may be one downstream consequence. In this framework, SOX10-centered transcriptional networks emerge as particularly important mediators of KDM6B function.

Several limitations warrant consideration. First, restriction to the Emx1 lineage complicates quantitative attribution across all oligodendrocyte sources; future fate-mapping and cell type-specific genetic studies will refine mechanistic resolution. Second, *Sox10* induction did not fully normalize myelination, which may reflect suboptimal timing or dosage, incomplete coverage of the SOX10 regulome, or contributions from *Sox10*-independent KDM6B targets. Third, our chromatin analysis focused on promoter-proximal H3K27me3 at the *Sox10* locus; broader genome-wide chromatin approaches, such as CUT&Tag or ChIP-seq, will be important in future studies to define the full set of KDM6B-regulated loci and the broader chromatin landscape underlying oligodendrocyte maturation, including potential enhancer-level and higher-order chromatin mechanisms.

In summary, our findings support a model in which KDM6B acts upstream of the master oligodendrocyte regulator SOX10 to promote postnatal cortical myelination. By limiting repressive H3K27me3 at the *Sox10* locus, KDM6B helps sustain *Sox10* expression and thereby enables the downstream transcriptional program required for oligodendrocyte maturation and myelin formation. Loss of KDM6B disrupts this upstream control point, leading to reduced SOX10, impaired oligodendrocyte maturation, and delayed postnatal myelination.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) are provided below: Gene Expression Omnibus (GEO), GSE328562.

# Supplementary material for: Histone demethylase KDM6B promotes postnatal oligodendrocyte maturation and cortical myelination
**Source:** Front Cell Neurosci. 2026 May 19;20:1832157. doi: 10.3389/fncel.2026.1832157
**Supplement:** Supplementary file 1

## Supplementary Information

### **Histone Demethylase KDM6B Promotes Postnatal Oligodendrocyte Maturation and Cortical Myelination**

Ruth Lambries<sup>1,3</sup>, Zihan Shen<sup>1,3</sup>, George I Mias<sup>1,2</sup>, Jin He<sup>1\*</sup>

#### **This file includes:**

Figures S1 to S7  
Table S1

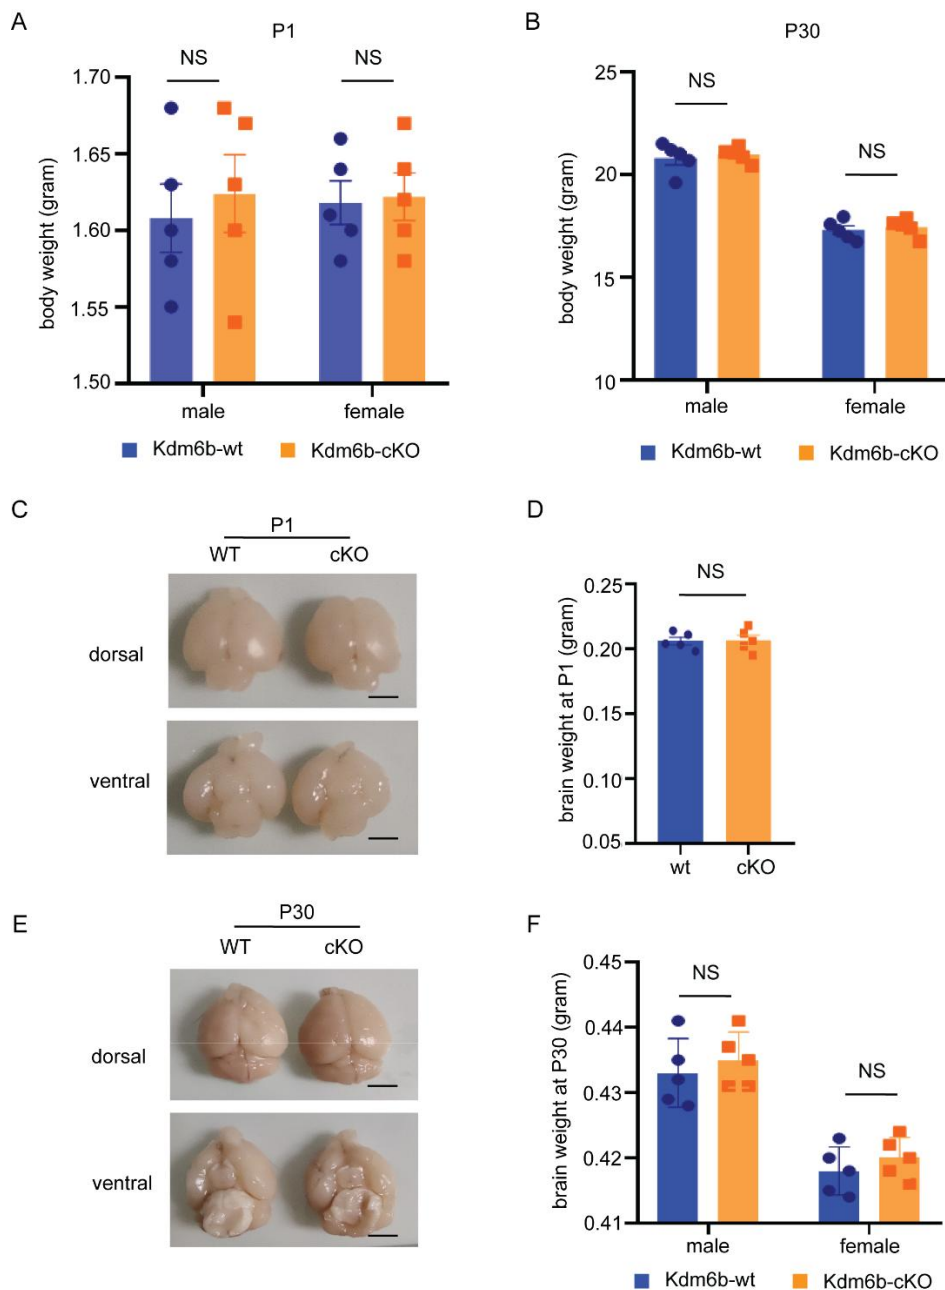

**Figure S1. Body and brain weights are unchanged in Kdm6b-cKO mice at P1 and P30.**

(A, B) Body weight measurements of wild-type (WT) and Kdm6b conditional knockout (cKO) mice at postnatal day 1 (P1) and postnatal day 30 (P30), shown separately for males and females. No significant differences were detected between genotypes at either age. NS, not significant.

(C, E) Representative dorsal and ventral views of whole brains from WT and cKO mice at P1 and P30. Scale bars, 2 mm. NS, not significant.

(D, F) Quantification of brain weight at P1 and P30. No significant differences were observed between WT and cKO mice. Scale bars, 5 mm. NS, not significant.

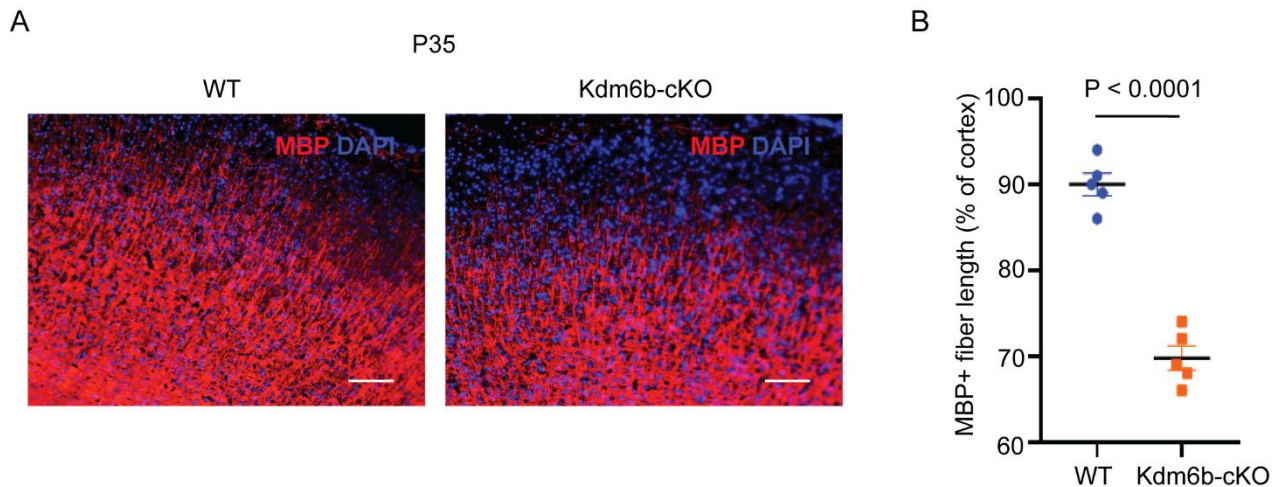

**Figure S2. MBP-positive fiber length remains reduced in *Kdm6b*-cKO cortex at P35.**

**(A)** Representative cortical sections from WT and *Kdm6b*-cKO mice at P35 immunostained for MBP (red) with DAPI counterstain (blue).

**(B)** Quantification of MBP-positive fiber length normalized to cortical length. MBP-positive fiber length remained significantly reduced in *Kdm6b*-cKO cortex compared with WT at P35. Each dot represents one biological replicate; bars indicate mean  $\pm$  SEM. Scale bars, 200  $\mu$ m. Statistical significance is indicated in the panel.

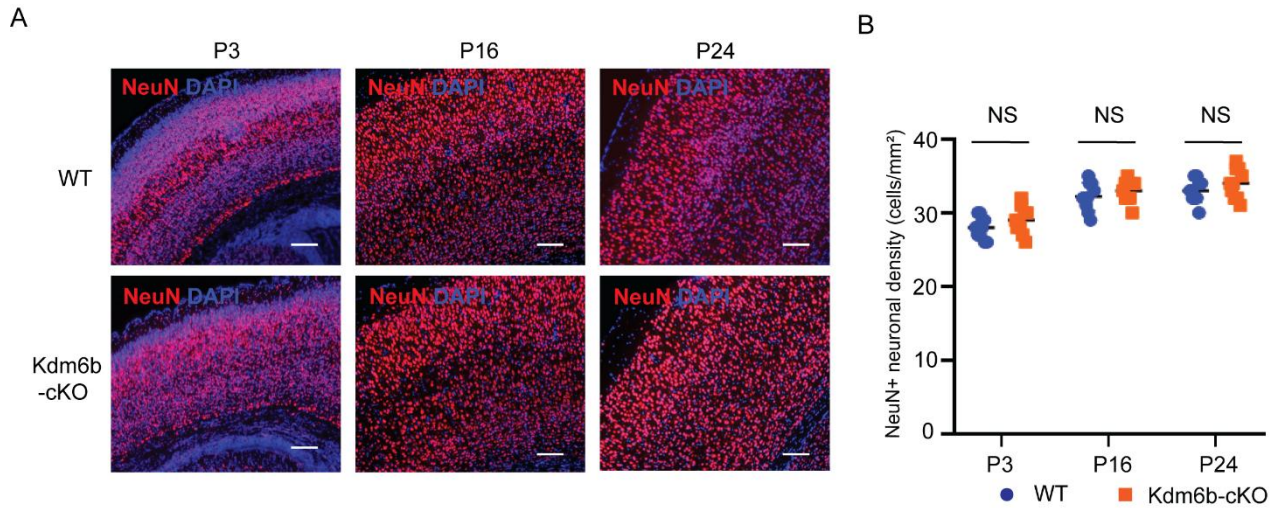

**Figure S3. Neuronal density is not altered in *Kdm6b*-cKO cortex.**

**(A)** Representative cortical sections from WT and *Kdm6b*-cKO mice at P3, P16, and P24 immunostained for NeuN (red) with DAPI counterstain (blue).

**(B)** Quantification of NeuN<sup>+</sup> neuronal density (cells/mm<sup>2</sup>) in the cortex at the indicated ages. No significant differences were observed between WT and *Kdm6b*-cKO mice at any time point. Each dot represents one biological replicate; bars indicate mean ± SEM. Statistical significance is indicated in the panels; NS, not significant.

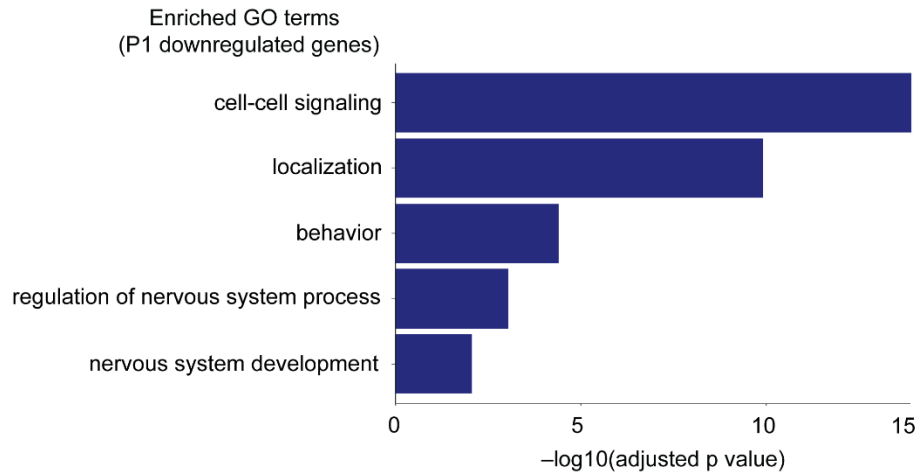

**Figure S4. Gene Ontology analysis of downregulated genes in *Kdm6b*-cKO Emx1-lineage cortical cells at P1.** Bar plot showing the top enriched GO biological process terms associated with genes downregulated in *Kdm6b*-cKO samples relative to WT controls at postnatal day 1 (P1). Bars represent enrichment significance as  $-\log_{10}(\text{adjusted p value})$ .

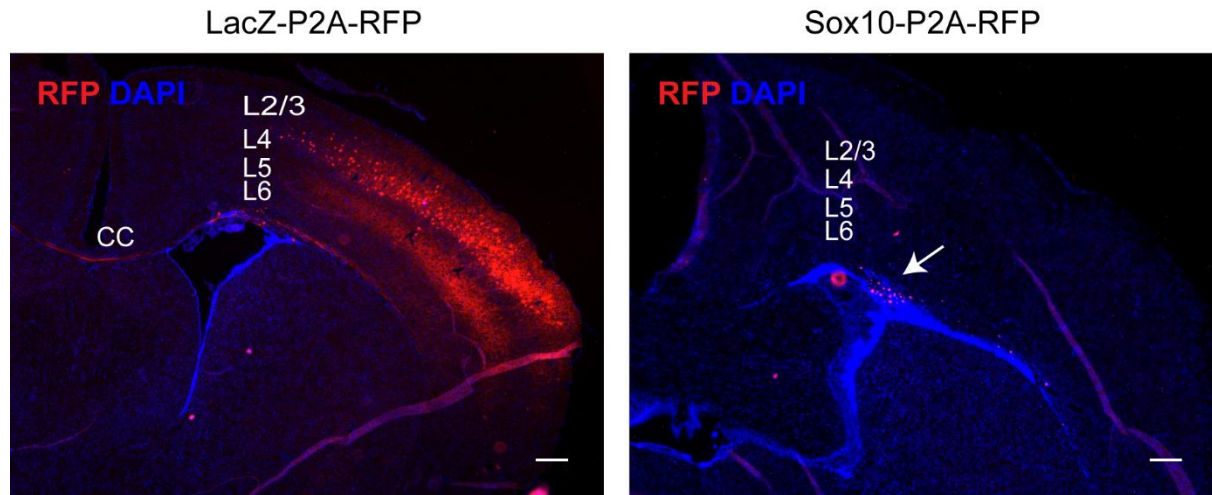

**Figure S5. Early *Sox10* expression disrupts cortical laminar organization.**

Representative cortical sections following in utero electroporation of LacZ-P2A-RFP (control) or Sox10-P2A-RFP constructs at E15.5. RFP (red) marks electroporated cells and DAPI (blue) labels nuclei. In control cortex, RFP<sup>+</sup> cells are appropriately distributed across cortical layers, whereas Sox10 overexpression results in abnormal cell positioning and disrupted laminar organization (arrow). Cortical layers (L2/3–L6) and corpus callosum (CC) are indicated. Scale bars, 200  $\mu$ m.

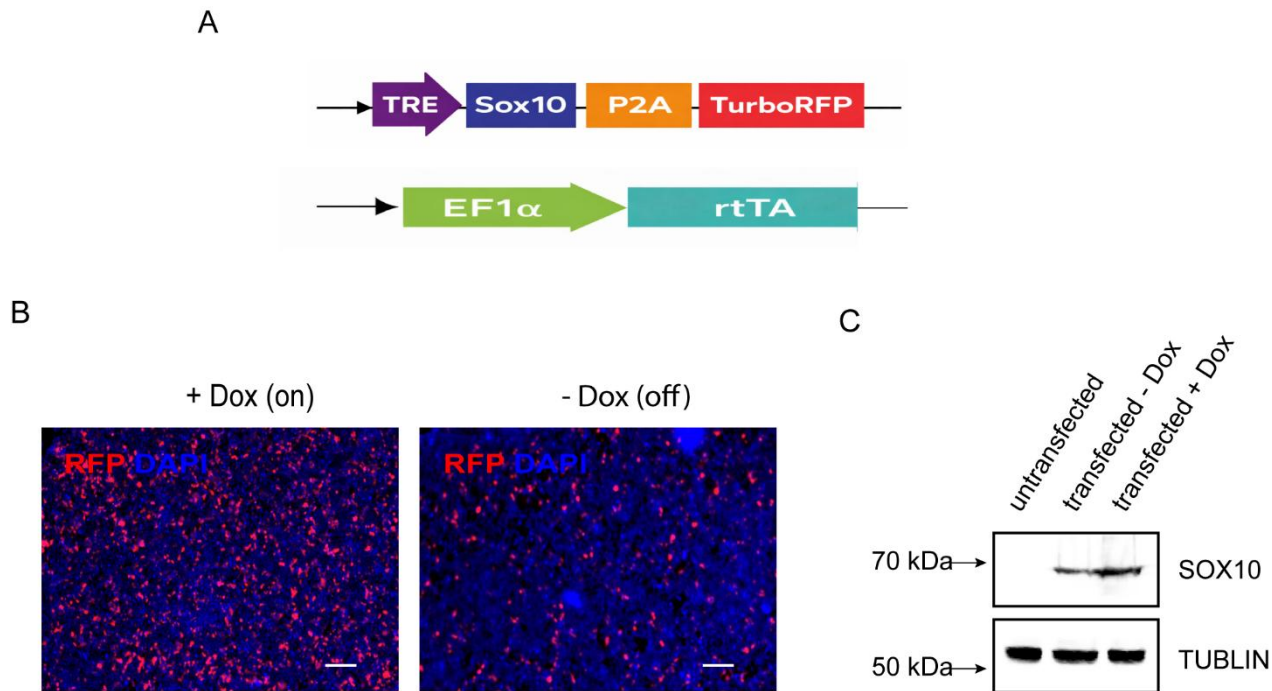

**Figure S6. Validation of doxycycline-inducible *Sox10* expression system.**

**(A)** Schematic of the Tet-On system used for inducible *Sox10* expression, consisting of a TRE-driven Sox10-P2A-TurboRFP cassette and an EF1 $\alpha$ -driven rtTA construct.

**(B)** Representative images of cultured cells transfected with Sox10-P2A-RFP constructs in the presence (+Dox) or absence (–Dox) of doxycycline. RFP (red) marks induced expression and DAPI (blue) labels nuclei. Robust RFP expression is observed with doxycycline treatment, with minimal basal expression in the absence of doxycycline.

**(C)** Immunoblot analysis of SOX10 protein expression in untransfected cells and transfected cells cultured with or without doxycycline. SOX10 protein is strongly induced by doxycycline, whereas only minimal leaky expression is detected in the absence of doxycycline. Tubulin serves as a loading control.

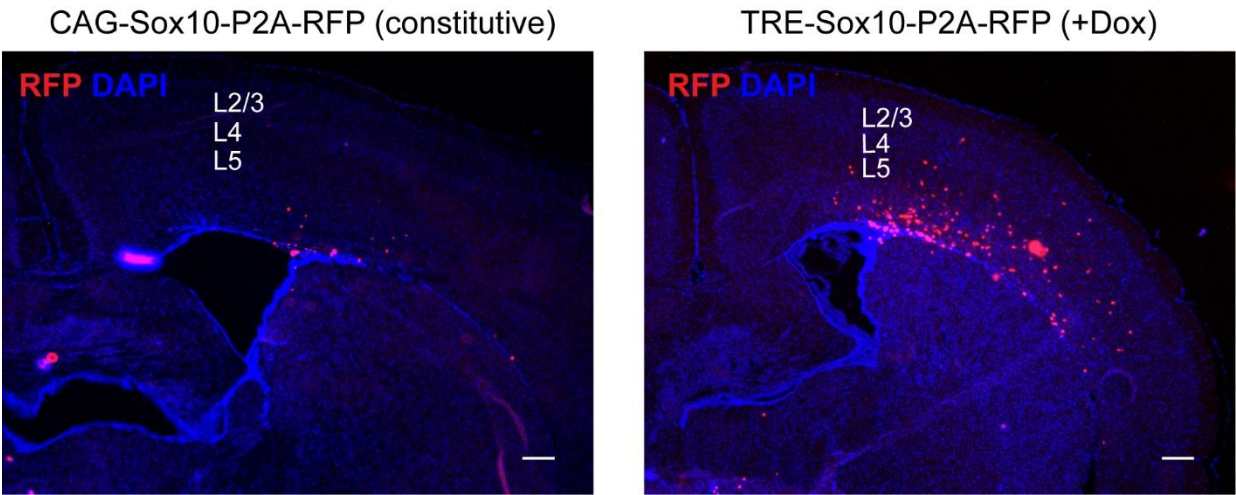

**Figure S7. Temporal control of Sox10 expression mitigates disruption of cortical organization.** Representative cortical sections following in utero electroporation of CAG-Sox10-P2A-RFP (constitutive) or TRE-Sox10-P2A-RFP (doxycycline-inducible) constructs. RFP (red) marks electroporated cells and DAPI (blue) labels nuclei. Constitutive Sox10 expression results in abnormal distribution of RFP<sup>+</sup> cells across cortical layers, whereas inducible Sox10 expression shows a broader radial distribution than constitutive Sox10 expression. Cortical layers (L2/3–L5) are indicated. Scale bars, 200  $\mu$ m.

**Supplementary Table 1. Sequences of all primers used in this study**

| Name              | Sequence (5'-3')       | Purpose   |
|-------------------|------------------------|-----------|
| GAPDH-F           | gcagtggcaaagtggagatt   | qRT-PCR   |
| GAPDH-R           | gaatttgccgtgagtggagt   | qRT-PCR   |
| Kdm6b-F           | agaggaaccagacagcactac  | qRT-PCR   |
| Kdm6b-R           | cttcacctcttgcatca      | qRT-PCR   |
| ChIP_Sox10_amp1_F | ctgactgtgccacgttatc    | ChIP-qPCR |
| ChIP_Sox10_amp1_R | ctggactcagcttgggttt    | ChIP-qPCR |
| ChIP_Sox10_amp2_F | aacgccttcattggtgtgg    | ChIP-qPCR |
| ChIP_Sox10_amp2_R | cagagcttgcttagtgtcttg  | ChIP-qPCR |
| ChIP_Sox10_amp3_F | ctgaccctttagctccattt   | ChIP-qPCR |
| ChIP_Sox10_amp3_R | cagcctaagatggttgtgatct | ChIP-qPCR |
| ChIP_Sox10_amp4_F | gcctgtctcttggtctcttac  | ChIP-qPCR |
| ChIP_Sox10_amp4_R | ggaaagcgcctaaggaatct   | ChIP-qPCR |

How the deposited data were processed for this re-analysis (not part of the article)

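Nuclei of the Emx1 lineage carrying the SUN1-GFP tag were sorted from the cortex of WT and Kdm6b-cKO mice at P1 and P30, and their RNA was sequenced. The values analysed are of 6 libraries per genotype and age, 24 libraries in all. The authors aligned the reads to mm9 with HISAT2 and normalized and compared them with Cuffdiff. The tables analysed hold FPKM values per library and, separately, the authors' Cuffdiff comparison for each age. The comparison, as deposited, gives for each gene the log2 fold change that Cuffdiff computed from the group FPKM values, the test statistic (a score) that Cuffdiff computed, its p value, and a q value that the authors obtained with Cuffdiff by Benjamini-Hochberg adjustment. The FPKM values were further scaled between libraries, since their 75th percentiles are alike while their sums differ. Sequencing reads, and the chromatin immunoprecipitation, stains, quantitative PCR and rescue experiment, were not analysed here.

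The genotypes were compared within each age with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided) on log2(FPKM + 0.1), for genes with a mean of at least 1 FPKM over the 12 libraries of the age. Adjusted p-values are Benjamini-Hochberg values over the genes tested. A call needed an adjusted p under 0.05 and a change of more than 2-fold, the thresholds that the paper gives for Cuffdiff. The genotype effect was compared between ages over the 24 libraries, with an intercept for each age. Single genes were also compared by an exact two-sided permutation test of the mean log2 values over all 924 splits of 12 libraries into equal groups. Gene lists were tested with camera (preset correlation 0.01), with fry and with camera under an estimated correlation. Called genes were compared with lists by a one-sided Fisher's exact test against all genes tested. Figures and remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

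The comparisons described above, the members of the gene lists, the rule for naming genes and the alternatives, apart from those given below as added, were set before the data were examined. The tests of technical and other explanations were mostly chosen afterwards, and some took the place of earlier tests whose values had been seen. The rule names every gene that the paper names in its RNA sequencing results or measures by stain or quantitative PCR, and at each age the 5 genes with the largest falls and the 5 with the largest rises among those called whose groups do not overlap. Not every gene that the rule covers is reported here. The 14 lists cover myelin and mature oligodendrocytes, committed and pre-myelinating oligodendrocytes, oligodendrocyte precursors, astrocytes, glutamatergic neurons, GABAergic neurons, microglia, endothelial and mural cells, synaptic signalling, immediate early genes, the cell cycle, developmental Polycomb targets, Y-linked genes with Xist, and mitochondrially encoded genes. The 9 mitochondrially encoded genes are not listed in the tables and could not be tested. The developmental Polycomb target list had 10 genes tested at P1 and too few at P30. At P1, 13 lists were tested and at P30, 12.

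The alternatives were pseudocounts of 1 and 0.01, no filter, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, limma without the trend, robust empirical Bayes, array weights, a covariate of Y-linked genes, folds of arithmetic means, and leaving out each library in turn. Weights by depth and the batches by olfactory receptor signal at P1 (more than 100 receptor genes above 0) and by 45S ribosomal RNA at P30 (less or more than 1000 FPKM) were added after the data were seen. Other splits of the libraries were counted over 100 random splits of the 462 distinct ones at each age, the real split included.

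Effective depth was read from the steps of 1 read in genes with a single annotated transcript, assuming fragments of 200 bases. The shallowest P1 library held 194000 effective reads and the shallowest P30 library 1940000. On simulated values with a log2 change of 1.5 in 200 genes, the test recovered 25.5% of them at P1 (57 genes passed, 6 of them unchanged) and 61% at P30 (131 genes passed, 9 of them unchanged). Changes of this size are therefore often missed at P1.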

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

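The tests of the receptor signal were chosen only after the result was seen, and the counts over random splits were not. In 93 groups of 6 libraries, single libraries far from the others were found 11 times, where chance gives about 4.65.

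Signal in olfactory receptor genes, which the paper does not report on, appeared in 5 of the 12 P1 libraries (WT 2 to 5 and Kdm6b-cKO 5). The most in any library was 786 of 1113 receptor genes above 0 FPKM, and Kdm6b-cKO library 5 stood apart from its group with 479 against at most 11. Depth does not account for it, since the 5 libraries deeper than every library with the signal had at most 21 receptor genes above 0. This test took the place of a test on the shallowest library alone, with the same reading. RNA from olfactory tissue alone is also argued against, because keratin-associated genes were above 0 as well, in at least 29.6% of 54 genes in each of the 5 libraries and at most 1.85% in the others. Genomic DNA in these libraries is another candidate explanation. It predicts about 0.5 times the autosomal read density on silent X-linked genes of male libraries. The measured ratio was 0.315 (95% interval 0.280 to 0.355, counting error only), below that prediction. The upper limit was also below 0.5 in each of the 5 libraries, at most 0.480. Evenly sampled genomic DNA is therefore argued against. Reads of copies that align to several places cannot be told apart here, so genomic DNA is not excluded. The signal falls on 4 of 6 WT libraries and 1 of 6 Kdm6b-cKO libraries, so it is partly confounded with genotype, and no biological explanation was tested.

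The same Kdm6b-cKO library 5 had a mean correlation of 0.488 with the libraries of its group at P1, against 0.722 for the next, and it is the shallowest library. Its Mag value of 5.10 FPKM also stood apart (next 1.72 FPKM). Kdm6b-cKO library 1 at P1 had the highest Mog value of its group, 0.800 FPKM against 0 in the others, which is 1 read, and the highest Bcas1 value, 4.35 FPKM. In WT at P1, library 4 had the lowest Pllp value (1.45 FPKM, 2 reads). Values of few reads move in large steps, and no test of depth was run for these single values.

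Xist was 74.3 FPKM in Kdm6b-cKO library 2 at P1 and at most 2.18 FPKM in the other libraries of its group. Its Ddx3y was 0.0797 FPKM. The other 23 libraries have Y-linked signal, so the sexes are uneven at P1. No explanation for this was tested.

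At P30, WT library 0 stood apart in Mog (26.0 FPKM, next 15.0), and it is the WT library with the lower 45S ribosomal RNA level. WT library 1 stood apart in Xpo1 (11.3 FPKM, next 17.6). Kdm6b-cKO library 2 stood apart in Mag (34.1 FPKM, next 20.4) and Kdm6b-cKO library 1 in Atcayos (1.11 FPKM, the others listed at 0). No explanation for these single values was tested.

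The effect of genotype on Ivns1abp differed between the ages by 1.51 on the log2 scale (adjusted p = 0.0258), the only such gene. It was -0.92 at P1 (adjusted p = 0.178) and 0.59 at P30 (adjusted p = 0.131). In WT its mean was 158 FPKM at P1 and 43.6 FPKM at P30, and in Kdm6b-cKO 83.8 FPKM and 65.1 FPKM. Of 100 random splits, the real one included, 4 gave at least as many genes. Normalization and batches were not tested for this gene, so age and a difference between batches of the ages both stay open.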

How the results depend on the processing

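The depth weights, the receptor and 45S ribosomal RNA terms and the subsets of libraries without receptor signal or with high 45S ribosomal RNA were chosen after the data were seen. No paired analysis was possible because the library numbers pair no libraries between the genotypes, so the replicate number as a block was not run. Mog and Opalin at P1 were too low to be tested. Unless stated, the cause of a change was not tested.

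At P1 the count of 0 called genes in each direction held in all alternatives except these. Without an intensity trend, 1 gene was lower (1 past adjusted p). Weighted by depth, 209 were lower and 197 higher (492 past adjusted p). Among libraries without receptor signal, 21 were lower (22 past adjusted p). With 1 library left out, 0 to 28 were lower, 0 to 24 higher and 0 to 52 past adjusted p, the highest without Kdm6b-cKO library 4. Sox10 at P1 was lower in all alternatives that tested it and passed in none of them. Its mean was too low for the filter of at least 5 FPKM. Kdm6b passed in none at either age.

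At P30 the genes lower, higher and past adjusted p were 329, 201 and 1889 with array weights, 76, 33 and 174 with the Y-linked covariate, 48, 14 and 110 weighted by depth, 365, 185 and 1416 with the 45S ribosomal RNA term, and 443, 316 and 1275 among the libraries with high 45S ribosomal RNA. Quantile normalization gave 15 higher and 74 past adjusted p. A mean of at least 5 FPKM gave 18 lower, with fewer genes tested. With 1 library left out, 1 to 33 were lower, 1 to 10 higher and 2 to 60 past adjusted p. Sox10 kept its direction throughout, from -1.53 to -1.30 with 1 library left out, and lost the threshold in 5 of these 12 fits. The myelin list overlap stayed past its threshold in all alternatives, with 1 to 6 list genes called when 1 library was left out.

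For the gene lists at P1, 0 passed with an estimated correlation. At P30, where 4 passed, 2 passed with a mean of at least 5 FPKM, with the Y-linked covariate, with the 45S ribosomal RNA term and among libraries with high 45S ribosomal RNA, 1 under fry, 0 with an estimated correlation, and 2 to 5 with 1 library left out. The genes called by the authors and here at P30 in the higher direction rose from 7 to 11 with adjusted p alone on both sides. The genes whose effect differed by age were 10 with a pseudocount of 1, 2 without filter, 3 with a mean of at least 5 FPKM, 32 with quantile normalization, 0 without a trend, 521 with array weights, 2 with the Y-linked covariate and 0 to 92 with 1 library left out.

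Directions turned in the following results, none of which passed in the fit used for the calls. Pdgfra at P30 became 0.00474 with a pseudocount of 1, 0.37 with quantile normalization, 0.64 with array weights, 0.18 with arithmetic means, 0.19 weighted by depth, and ran from -0.54 to 0.27 with 1 library left out. Bcas1 at P30 became -0.20 with array weights and -0.0868 weighted by depth, with a range of -0.10 to 0.17. Rbfox3 at P30 became -0.74 and -0.26 under the same 2 settings, with a range of -0.0799 to 0.52, but it rose past adjusted p with the 45S ribosomal RNA term (0.96, adjusted p = 0.0400) and among libraries with high 45S ribosomal RNA (1.29, adjusted p = 0.0430). For the following lists the direction of the test turned, and the median log2 fold change is given. The developmental Polycomb target list at P1 had a camera direction opposite to its median of -0.44, and the direction turned with a pseudocount of 0.01 (-0.72), without filter (-0.98), with array weights (-0.44), weighted by depth (-0.59), under fry (-0.44) and with 1 library left out (-0.74 to -0.21), and it passed as higher with the receptor term (0.56, adjusted p = 0.0302). The endothelial and mural list at P1 turned with array weights (-0.19), weighted by depth (-0.00724), without receptor signal (-0.24) and with 1 library left out (-0.81 to -0.0205). The microglia list at P1 turned with array weights (-0.32), and the Y-linked and Xist list with the Y-linked covariate (0.13) and with 1 library left out (-1.42 to -0.0640). At P30 the immediate early list turned with a mean of at least 5 FPKM (-0.18), the 45S ribosomal RNA term (-0.32), high 45S ribosomal RNA (-0.65) and with 1 library left out (-0.29 to 0.24), and passed as higher with array weights (0.75, adjusted p = 0.0234), and the synaptic signalling list under fry (-0.00905).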

Differences from the paper's values

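The alternatives by depth and by 45S ribosomal RNA were chosen only after the result was seen. The paper reports 122 genes lower in Kdm6b-cKO at P1 and limma called 0. All alternatives set before the data were examined still differed, with 0 or 1 genes lower, or 0 to 28 with 1 library left out. The paper reports 327 genes higher at P1 and limma called 0, and all these alternatives differed, with 0 genes higher, or 0 to 24 with 1 library left out. With weights by depth, chosen after seeing the values, 209 genes were lower and 197 higher. The paper reports 73 genes higher at P30 and limma called 7. All alternatives set before the data were examined differed, with 6 to 15 genes higher in most of them, 33 with the Y-linked covariate, 201 with array weights and 1 to 10 with 1 library left out.

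The paper places Sox10 among the most significantly lower genes at P1. Here its adjusted p was 0.183, it ranked 234 by unadjusted p, and it passed in none of the alternatives that tested it. The smallest adjusted p was 0.0666, weighted by depth, which was chosen after seeing the values.

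The paper reports a loss of more than 95% of Kdm6b mRNA in Kdm6b-cKO nuclei by quantitative PCR. In the libraries labelled Kdm6b-cKO, Kdm6b over the whole gene changed by -0.41 at P1 (adjusted p = 0.534) and by 0.12 at P30 (adjusted p = 0.828) on the log2 scale, and it passed in none of the alternatives. Why the assays differ was not tested.

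At P30 the paper names Mog, Pllp and Opalin among the lower genes with Sox10, Mbp, Mag and Cmtm5. All 7 were lower here, but Mog (adjusted p = 0.0617), Pllp (0.193) and Opalin (0.131) did not pass. Mog passed with array weights (0.00440) and with the Y-linked covariate (0.0190), and Pllp (0.0370) and Opalin (0.0170) with array weights, but Mog and Pllp fell less than 2-fold there. Under alternatives chosen after seeing the values, Mog passed weighted by depth, and Mog, Pllp and Opalin passed among libraries with high 45S ribosomal RNA and with the 45S ribosomal RNA term. The paper describes enrichment of cell-cell signaling terms among its P1 lower genes. No gene was called lower by limma at P1, and 2 of the paper's 122 genes were on the synaptic signalling list used here, with p = 0.0514 by a one-sided Fisher's exact test.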

Other observations

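The tests by receptor signal, depth and 45S ribosomal RNA, the use of the gene lists to test explanations and the comparison of labels were chosen only after the result was seen, and the counts over random splits of the planned fits were not.

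Sox10 was lower in Kdm6b-cKO at P1, with a log2 fold change of -1.41. The olfactory receptor signal does not account for it, since the value with the signal as a term was -1.42 (standard error 0.45). Lower depth of Kdm6b-cKO libraries does not account for it as a whole, since Kdm6b-cKO libraries above 1000000 effective reads had at most 3.77 FPKM against at least 5.18 FPKM in WT, although the log2 difference among these was smaller, -0.99. At P30 the value was -1.46, and -1.46 with the 45S ribosomal RNA split as a term, so that split is argued against as the cause. The level within its higher class was not tested. Kdm6b-cKO libraries 0 and 1, with the higher 45S level at P1, had the lowest Sox10 values (1.16 and 1.43 FPKM). That level was not tested as a term at P1, but both libraries lie below 1000000 effective reads and are outside the comparison that gave -0.99. With the covariate of Y-linked genes, Sox10 at P1 was -1.35. The share of oligodendrocyte-lineage nuclei remains untested for Sox10 at P1, and a smaller share is not excluded. On the precursor list, which holds Sox10, 12 of 14 genes were lower at P1, with a median log2 fold change of -0.85. Pdgfra (-1.93), Gpr17 (-2.84) and Sox8 (-1.85) fell more than Sox10, while Olig2 (-0.44) and Vcan (-0.46) fell less and Ptprz1 rose (0.19). None of these genes passed the adjustment over all genes tested. By its fold change, Sox10 therefore does not stand out on this list.

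With the planned fit, 0 genes were called at P1. A count of 0 is reached by 100 of 100 random splits in each direction and past adjusted p whatever the data, so it decides nothing. The 2352 genes at an unadjusted p under 0.05 were matched by 4 of 100 splits, the real one included. The others part the libraries by receptor signal at least as unevenly, with differences in share of 0.83, 0.83 and 0.5, against 0.5 for the real split. With the signal as a term 1785 genes had such a p. Among the 7 libraries without it, 2 of them WT, 462 had. The excess therefore cannot be separated from the receptor signal. Uneven depth may have masked differences, since weighting by depth gave 492 genes past adjusted p, which 2 of 100 splits of the same weighted fit matched. The receptor signal gives no clear answer, a reading settled after both counts were seen: with it as a term 0 genes passed, and among the 7 libraries without it 22 did, with 2 WT libraries only.

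At P30 the counts of 30 lower, 7 higher and 49 genes past adjusted p were each matched by 3 of 100 splits, the real one included. The other 2 splits called 178 and 465 genes lower and part the libraries by 45S ribosomal RNA level, with 4 more libraries of 1 level on one side. This level is argued against as the cause of the lower genes, since 30 of the 30 were called with it as a term. It is uneven between genotypes, with 1 WT and 3 Kdm6b-cKO libraries at the lower level.

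The myelin list had a median log2 fold change of -1.06 at P30. The tests of this pattern use whole lists, and took the place of differences between pairs of single genes after the values of those pairs had been seen. An equal fall across the lineage lists is argued against. From the mean log2 value of the 29 myelin list genes, that of 26 genes of the precursor and committed lists was subtracted. The result differed by -0.94 between Kdm6b-cKO and WT (exact two-sided permutation test, p = 0.00216). The earlier lists changed by -0.05 (p = 0.610 by the same permutation test). Whether these 26 genes follow the share of lineage nuclei was not tested, so a smaller share of the whole lineage is not excluded. A smaller share of mature oligodendrocytes and less transcript per cell cannot be told apart, because both lower the median of -1.06 and these libraries pool nuclei.

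Kdm6b was not lower in the libraries labelled Kdm6b-cKO beyond the spread. Whether labels are wrong could not be settled: all 12 Kdm6b-cKO libraries lie below the WT libraries of their age in Sox10, which is the outcome studied. Loss of the floxed exons with the rest of the transcript kept was not tested.

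In the authors' P1 comparison the group values for WT carry a median weight of 0.127 per library and those for Kdm6b-cKO 0.169, whereas at P30 both carry 0.167. The ratio at P1 corresponds to 8 WT libraries against 6. Of 2247 genes at 0 in all 6 WT libraries, 53 have a WT group value above 0. The P1 comparison has 1 line without a gene name, and its p of 0.00085 from Cuffdiff equals that listed for Sox10 and Id3. How these lines are related cannot be told from an equal p alone. Malat1 is listed at 0 in all P30 libraries, and the authors' P30 comparison gives it the status HIDATA, so the 0 cannot be read as a measured level. At P1 it ranged from 2934 to 7366 FPKM in WT and from 8009 to 27202 FPKM in Kdm6b-cKO, without overlap. The authors' Cuffdiff comparison at P1 lists q = 0.186 for it.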
